# Loss of H3K27me3 imprinting in the Sfmbt2 miRNA cluster causes enlargement of cloned mouse placentas

**DOI:** 10.1038/s41467-020-16044-8

**Published:** 2020-05-01

**Authors:** Kimiko Inoue, Narumi Ogonuki, Satoshi Kamimura, Hiroki Inoue, Shogo Matoba, Michiko Hirose, Arata Honda, Kento Miura, Masashi Hada, Ayumi Hasegawa, Naomi Watanabe, Yukiko Dodo, Keiji Mochida, Atsuo Ogura

**Keywords:** Reprogramming, Imprinting, Non-coding RNAs

## Abstract

Somatic cell nuclear transfer (SCNT) in mammals is an inefficient process that is frequently associated with abnormal phenotypes, especially in placentas. Recent studies demonstrated that mouse SCNT placentas completely lack histone methylation (H3K27me3)-dependent imprinting, but how it affects placental development remains unclear. Here, we provide evidence that the loss of H3K27me3 imprinting is responsible for abnormal placental enlargement and low birth rates following SCNT, through upregulation of imprinted miRNAs. When we restore the normal paternal expression of H3K27me3-dependent imprinted genes (*Sfmbt2*, *Gab1*, and *Slc38a4*) in SCNT placentas by maternal knockout, the placentas remain enlarged. Intriguingly, correcting the expression of clustered miRNAs within the *Sfmbt2* gene ameliorates the placental phenotype. Importantly, their target genes, which are confirmed to cause SCNT-like placental histology, recover their expression level. The birth rates increase about twofold. Thus, we identify loss of H3K27me3 imprinting as an epigenetic error that compromises embryo development following SCNT.

## Abstract (web summary)

Somatic cell nuclear transfer (SCNT) frequently results in abnormal placenta development in cloned mice. Here the authors show that loss of histone methylation (H3K27me3) imprinting in clustered *Sfmbt2* miRNAs contributes to SCNT placenta defect.

## Introduction

The placenta is an organ that provides the interface for gas and nutrition exchange between the mother and fetus. The placenta also serves as an immunological barrier to protect the fetus from immunological attack by the mother. Therefore, the functions and structural integrity of the placenta are maintained by fine-tuned regulatory mechanisms on both the mother and fetal sides at the cellular, endocrine, and immunological levels. If this balance is disturbed, the development of the fetus, or even the health status of the mother, may be compromised. For example, in humans, dysfunctional placental development may lead to preeclampsia and hemolysis, elevated liver enzymes, and low platelet count (HELLP) syndrome^1^, which is often associated with severe maternal hypertension.

Somatic cell nuclear transfer (SCNT) is the only reproductive technique that can generate animals from oocytes and single cells. It is known that SCNT is frequently associated with abnormal phenotypes, especially those related to placental development^2^. Even in cattle and sheep, the most successfully cloned species, SCNT remains associated with a high incidence of abnormal placental development events, such as reduced vascularization and fewer but enlarged placentomes^3^. Cloned mice also exhibit a definite type of placental abnormality, i.e., extraordinary enlargement (placental hyperplasia) with an expanded spongiotrophoblast (ST) layer in all cases, except in those with a specific genetic background (the 129 strain), for unknown reasons^4–6^. Intriguingly, none of the recent technical breakthroughs, such as histone deacetylase treatment, correction of *Xist* expression, removal of repressive histone H3K9me3, or their combination, can ameliorate SCNT-specific placental abnormalities, even though the birth rates are currently as high as 18.7% (refs. ^7–9^). Transcriptome and DNA methylation analyses identified the dysregulated expression of specific genes (*Car2* and *Ncam1*) and the hypermethylation of the *Sall3* locus, but they were considered to be downstream events relative to placental hyperplasia^10,11^. Thus, the precise etiology of the placental enlargement in cloned mice remains unclear.

Genomic imprinting in mammals is an epigenetic process, where the two parental alleles of a gene are differentially expressed. The parent of origin-specific monoallelic expression of imprinted genes is mediated by an imprinting control region (ICR), which possesses parent-specific differential epigenetic marks, mostly DNA methylation^12^. This DNA methylation pattern is established during gametogenesis, and it is thought to be maintained to support embryonic and placental development^13^. Therefore, the loss of imprinting (LOI) induces no or biallelic expression of the imprinted genes, which may cause developmental abnormalities. In SCNT placentas, three placenta-specific imprinted genes (*Sfmbt2*, *Gab1*, and *Slc38a4*) were biallelically expressed due to LOI (ref. ^14^). Recently, it was demonstrated that these genes are primarily imprinted by maternal allele-specific trimethylation at lysine 27 in histone H3 (H3K27me3)^15^, and that this H3K27me3 mark is lost completely in the extraembryonic linage of SCNT embryos^16^. Previous gene knockout (KO) experiments showed that at least two of these imprinted genes (*Sfmbt2* and *Gab1*) are essential for normal placental development, and thus their biallelic expression mediated by LOI may cause SCNT-associated placental hyperplasia^17,18^.

MicroRNAs (miRNAs) are short noncoding single-stranded RNAs that suppress gene expression by inhibiting translation or reducing the stability of target mRNAs. More than 1000 miRNAs are found in mammals and they play pivotal roles in a wide variety of biological processes, such as cell proliferation, apoptosis, tumorigenesis, and metabolism. Many miRNAs are known to be critically involved in the placental development via these processes^19^, and some are under the control of imprinted genes^20^. For example, the antisense of the *Rtl1* (*Peg11*) imprinted gene encodes seven clustered miRNA genes, and their depletion induces placental hyperplasia and neonatal death^21,22^. The paternally imprinted gene *H19* contains *miR-675*, which negatively regulates the placental development^23^. Interestingly, these miRNAs and/or their host genes are aberrantly regulated in SCNT embryos or placentas^24,25^.

In this study, we aim to identify the primary cause of SCNT-associated placental hyperplasia in mice by focusing on the possible involvement of LOI for H3K27me3, and the dysregulation of miRNAs expressed in the placenta. By combining transcriptome analysis with gene KO experiments, we demonstrate that the upregulation of H3K27me3-dependent imprinted miRNAs, rather than protein-coding imprinted genes, is responsible for placental hyperplasia in mouse SCNT. This discovery advances our understanding of how miRNAs regulate placental development and consequently embryo development via the postulated combined effects of a large set of their target genes.

## Results

### H3K27me3 imprinted genes are not cause of enlarged placentas

First, we attempted to identify the H3K27me3-dependent imprinted genes responsible for SCNT-associated placental hyperplasia. In normal placentas, *Sfmbt2*, *Gab1*, and *Slc38a4* are paternally expressed, whereas they are biallelically expressed in SCNT placentas due to LOI (refs. ^14,16^). Therefore, we restored their normal paternal expression in SCNT placentas using cumulus cells from donor mice carrying the maternal KO allele for each of these separate imprinted genes, and then examined the resulting placental size. The wild type SCNT placentas weighed 0.328 ± 0.02 g (mean ± standard error of the mean (SEM)), which was significantly greater than that of the in vitro fertilization (IVF)-derived placentas (0.107 ± 0.004 g, *P* < 0.0001, Kruskal–Wallis test; Fig. 1a). The SCNT placentas that carried the maternal KO for *Sfmbt2*, *Gab1*, and *Slc38a4* weighed 0.280 ± 0.025, 0.322 ± 0.036, and 0.280 ± 0.010 g, respectively, which were significantly different from the weights of the IVF-derived placentas (Fig. 1a). Placentas from these maternal KO maintained the SCNT-specific placental histology (e.g., *Sfmbt2* maternal KO in Fig. 1b). Our quantitative RT-PCR (qRT-PCR) analysis confirmed that the three genes that were specifically upregulated by wild type SCNT were corrected by maternal SCNT KO (Supplementary Fig. 1). Thus, the biallelic expression of any of the H3K27me3-dependent imprinted genes that we examined was not a primary cause of placental hyperplasia in SCNT.

**Fig. 1:**
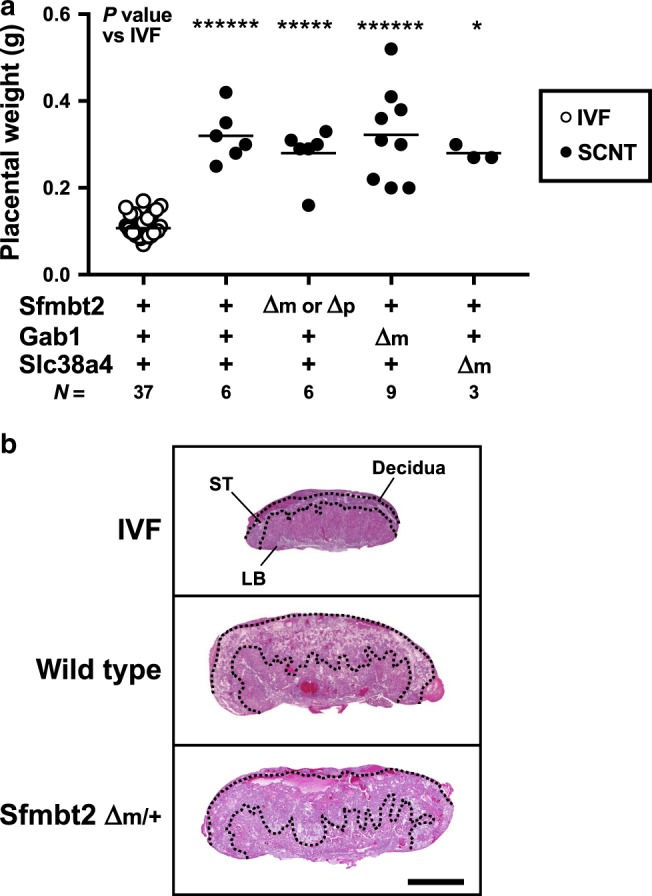
Placental weights and histology of IVF and SCNT from wild type or KO mice. **a** Weights of term placentas derived from IVF or SCNT. The horizontal lines indicate the mean value. +, wild type; Δm, maternal KO; Δm/p, maternal or paternal KO; *P < 0.05, *****P < 0.0005, ******P < 0.0001 (Kruskal–Wallis test). *N* represents the number of biological replicates. *Gab1* KO included six placentas cloned from Sertoli cells. Source data are provided as a Source data file. **b** Hematoxylin and eosin-stained tissue sections of E19.5 placentas from IVF and SCNT (wild type and *Sfmbt2* maternal KO placentas). ST spongiotrophoblast layer, LB labyrinthine layer. Scale bar, 2 mm.

### Dysregulation of imprinted miRNA clusters in SCNT placentas

Next, we examined whether a subset of miRNAs were differentially expressed in the enlarged SCNT placentas. We analyzed the miRNA expression profiles in the SCNT placentas using Agilent SurePrint G3 mouse miRNA microarrays. To avoid the possible transcriptome bias caused by the altered histology in the SCNT placentas, we aimed to identify the appropriate gestational day to facilitate the comparative analysis of the IVF-derived and SCNT-derived placentas. It is known that early SCNT placentas (E6.5–9.5) consistently exhibit poor development because of the slow proliferation of trophoblastic cells^26,27^, whereas they proliferate rapidly in the later gestational stages (E13.5–19.5). We found that SCNT placentas at E11.5 were identical to age-matched IVF-derived placentas in terms of their size and histology (Fig. 2a, b). Therefore, we identified miRNAs with aberrant expression in cloned placentas by comparing miRNA transcriptome data obtained from E11.5 placentas generated by SCNT, using wild type and *Xist*-KO cumulus cells (*N* = 3 and 2, respectively) or Sertoli cells (*N* = 3 and 2, respectively), with those from age-matched IVF-derived placentas (*N* = 4).

**Fig. 2:**
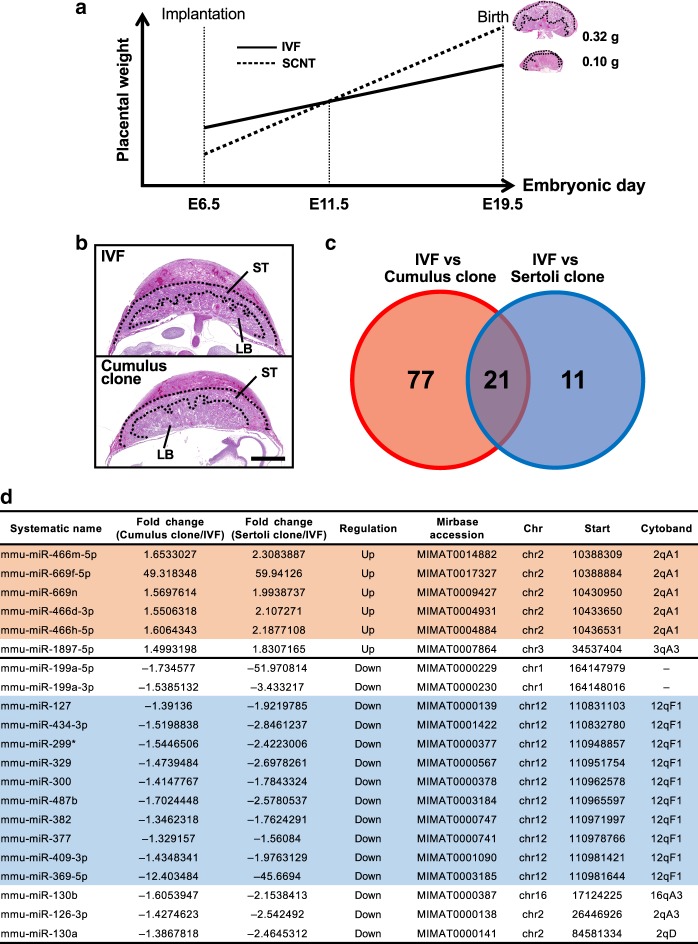
Expression analysis of miRNAs in IVF- and SCNT-derived placentas at E11.5. **a** Changes in the size of IVF- and SCNT-derived placentas during gestation. SCNT placentas were smaller than IVF placentas in the early stage but larger in the later stage. IVF and SCNT placentas at E11.5 were identical in size and structure, and they were considered to be appropriate for comparative transcriptome analysis, as shown in **b**. **b** Histology of IVF and SCNT placentas at E11.5. ST spongiotrophoblast layer, LB labyrinthine layer. Scale bar, 1 mm. **c** Venn diagram showing the numbers of miRNAs with differential expression levels in E11.5 SCNT placentas derived from cumulus and Sertoli cells. Twenty-one differentially expressed miRNAs were common to the two types of SCNT placentas. **d** List of the 21 common differentially expressed miRNAs. Rows in orange and blue indicate genes located on chromosome 2 (2qA1) and chromosome 12 (12qF1), respectively. Annotations were determined according to the information from Agilent SurePrint G3 mouse miRNA microarray miRBase rel.17 version. Mmu-miR-199a-5p and -3p are annotated on chromosome 9 in the current database. Also see Supplementary Data 1.

Among the 1079 miRNAs analyzed, 98 and 32 miRNAs were differentially expressed between IVF and cumulus- or Sertoli-cloned placentas, respectively (Supplementary Data 1), where 21 genes were common to both groups (Fig. 2c). In particular, 15 out of 21 genes were located on chromosome 2 (2qA1) or chromosome 12 (12qF1) (Fig. 2d). These two regions correspond to large miRNA clusters in mice, which are located within imprinting domains. Interestingly, the miRNA cluster on 2qA1 was located in the intron for *Sfmbt2*, which is a H3K27me3-dependent imprinted gene^28,29^. This is the largest miRNA cluster in mice and it contains 72 miRNA precursor sequences. The other cluster on 12qF1 was located with the *Mirg* gene, a maternally expressed gene within the *Dlk-Dio3* domain^30^. In the following, these clusters are referred to as the *Sfmbt2* and *Mirg* miRNAs, respectively. The altered expression levels of these miRNAs might reflect the status of their host gene (*Sfmbt2*) and the imprinting center (intergenic differentially methylated region), respectively, because both are known to exhibit LOI in SCNT placentas^14^ and SCNT-derived trophoblast stem cells (TSCs)^31^. Scatterplots showing the variations in the expression of all the miRNA genes between IVF and wild type SCNT placentas clearly distinguished the *Sfmbt2* miRNAs and *Mirg* miRNAs from other genes based on their upregulation and downregulation, respectively (Fig. 3a, b). These trends remained consistent even when we used *Xist*-KO donor cells, which significantly improved the cloning efficiency by correcting the ectopic expression of *Xist* in SCNT embryos (Supplementary Fig. 2a, b). The expression levels of representative miRNA genes are illustrated in Fig. 3c and Supplementary Fig. 2c. In SCNT placentas, the *Sfmbt2* miRNAs were upregulated regardless of the donor cell type, whereas the *Mirg* miRNAs often exhibited a donor cell-specific pattern, with lower expression in Sertoli cell-derived placentas compared with cumulus cell-derived placentas probably because of some regulatory mechanisms specific to the *Dlk1–Dio3* imprinted domain (Fig. 3c, Supplementary Fig. 2c). We also confirmed the dysregulation of these miRNAs in SCNT-derived TSCs, although some gene-specific variations were observed (Supplementary Fig. 3).

**Fig. 3:**
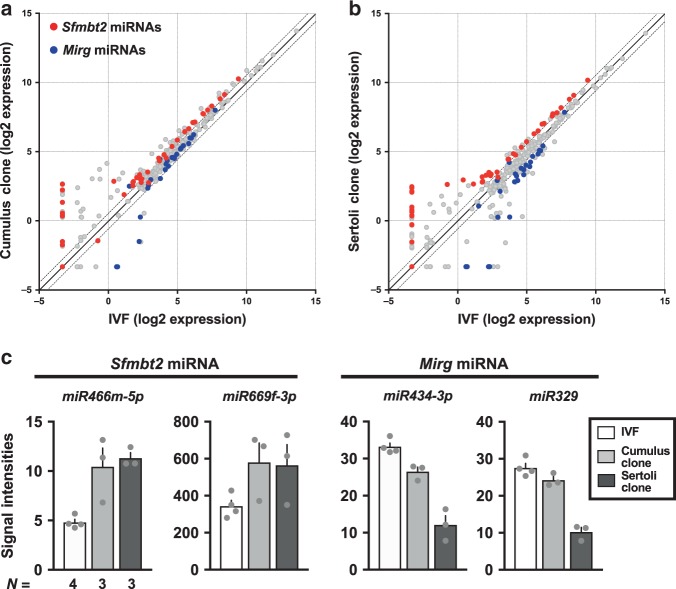
Dysregulation of two clustered miRNAs in SCNT placentas. **a**, **b** Scatterplot analysis of all miRNAs based on their expression levels in cumulus- **a** and Sertoli- **b** derived SCNT placentas compared with those detected in IVF placentas. Red and blue dots represent miRNAs from the *Sfmbt2* and *Mirg* clusters, respectively. Dotted lines represent >1.3-fold changes. **c** Expression levels of *Sfmbt2* and *Mirg* miRNAs. The *Sfmbt2* miRNAs were highly expressed in SCNT placentas, regardless of the donor cell type. The *Mirg* miRNAs had lower expression levels in SCNT placentas and they exhibited donor cell type dependency. Also see Supplementary Figs. 2 and 3. *N* represents the number of biological replicates. The error bars represent the SEM. The Source data of Fig. 2c are provided as a Source data file.

Previously, we identified the essential roles of *Sfmbt2* miRNAs in normal placental development by deleting the entire *Sfmbt2* miRNA cluster (~53 kb)^32^. Importantly, the region affected most by miRNA depletion was the ST layer, which agreed exactly with that in SCNT placentas. By contrast, the *Mirg* miRNAs seemed to have little or no impact on the placental development because maternal KO only yielded postnatal phenotypes, such as energy homeostasis disorder and loss of sociability^33,34^. Therefore, we focused on *Sfmbt2* miRNAs in the subsequent analyses and assessed their possible involvement in SCNT-associated placental hyperplasia.

### *Sfmbt2* miRNAs are expressed predominantly in the ST layer

To determine the localization of the *Sfmbt2* miRNAs in the placenta, we performed in situ hybridization in E11.5 IVF-derived placentas (Fig. 4a), using specific probes for the highly expressed *miR669f-3p* gene (Fig. 3c). Positive staining of nuclei was identified in secondary trophoblast giant cells (Fig. 4b, c). We also found positive nuclear staining in trophoblasts from the ST layer, and immature trophoblasts from the labyrinthine (LB) layer (Fig. 4d, e). Their cytoplasm was faintly stained. The ST layer was the region affected most severely by the deletion of the *Sfmbt2* miRNAs^32^.

**Fig. 4:**
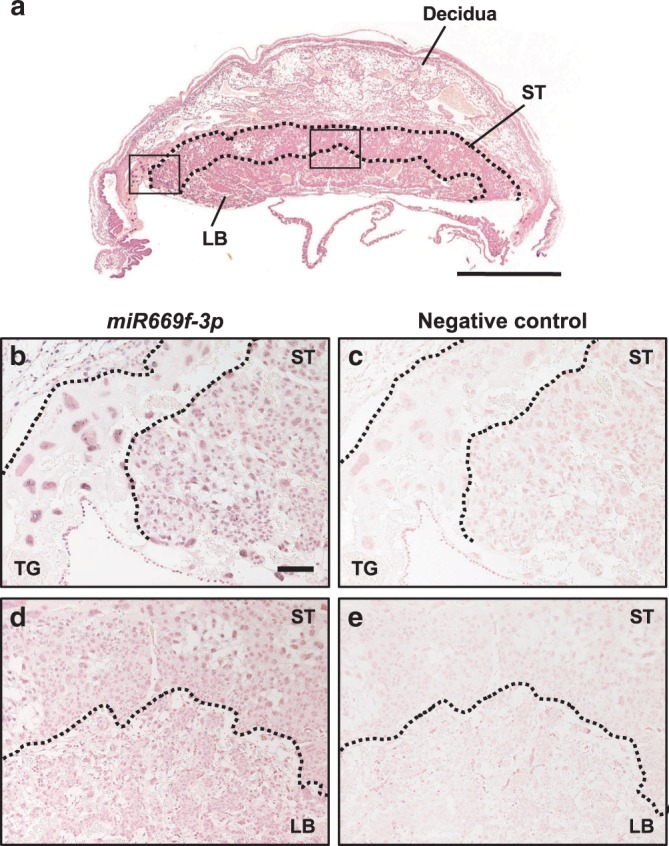
Localization of *miR669f-3p*, *Sfmbt2* miRNA, in E11.5 placenta. **a** In situ hybridization image of a normal (IVF-derived) placenta at E11.5. The areas corresponding to the magnified images in **b** and **c** are indicated by black squares. ST spongiotrophoblast layer, LB labyrinthine layer. Scale bar, 1 mm. **b**–**e** In situ hybridization using probes for *miR669f-3p* and negative-control probes. The nuclei in the cell layer of secondary trophoblast giant cells (TG) were clearly stained for *miR669f-3p* **b**. The nuclei of trophoblasts in the ST layer and immature trophoblasts in the LB layer **d** were also clearly stained. Their cytoplasm was faintly stained. Scale bar, 100 μm.

### *Sfmbt*2 miRNAs correction ameliorates placental hyperplasia

To assess the possible involvement of the upregulated *Sfmbt2* miRNAs in SCNT-specific placental hyperplasia, we produced SCNT placentas with corrected expression of the *Sfmbt2* miRNAs using a mouse line that lacked the entire *Sfmbt2* miRNA cluster (henceforth referred to as miRNA KO)^32^. The SCNT placentas with maternal miRNA KO weighed 0.20 ± 0.01 g and they did not differ significantly from the weights of the IVF-derived placentas (*P* = 0.585, Kruskal–Wallis test; Fig. 5a). This suggests that upregulation of the *Sfmbt2* miRNAs was at least partly responsible for the enlargement of the cloned placentas. The average birth weight of miRNA KO pups was not different from that of IVF-derived or wild type cloned pups (1.54 ± 0.04 g, 1.73 ± 0.10 g, and 1.63 ± 0.08 g in IVF-derived, wild type, and miRNA KO pups, respectively). These miRNA KO cloned pups were normal in appearance and grew into normal fertile adults. Subsequently, we tested whether there was any combined effect of the *Sfmbt2* miRNAs and *Gab1* because *Gab1* is known to affect the placental development via gene deletion^18^. Intriguingly, the placental weight was decreased further under these conditions (0.17 ± 0.01 g, *P* = 0.981 vs IVF, Kruskal–Wallis test, *P* = 0.048 vs miRNA KO, *t*-test, Fig. 5a).

**Fig. 5:**
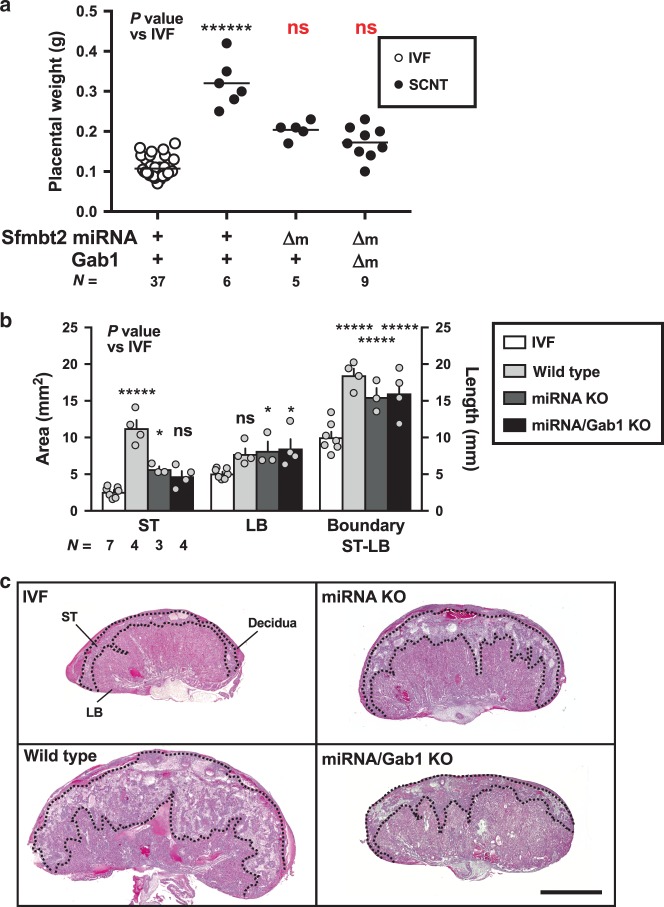
Placental weights and histology of SCNT from miRNA KO mice. **a** Weights of term placentas derived from IVF or SCNT. The horizontal lines indicate the mean value. +, wild type; Δm, maternal KO; ******P < 0.0001, ns, not significantly different (Kruskal–Wallis test). *N* represents the number of biological replicates. Weights of IVF and wild type SCNT placentas were same as Fig. 1a. **b** Areas of the ST and LB layers, and length of the boundary between ST and LB layers. *P < 0.05, *****P < 0.0005 (two-way ANOVA). *N* represents the number of biological replicates. The error bars represent the SEM. **c** Hematoxylin and eosin-stained tissue sections of E19.5 placentas from IVF and SCNT (wild type and two types of KO placentas). ST spongiotrophoblast layer, LB labyrinthine layer. Scale bar, 2 mm. The Source data of **a** and **b** are provided as a Source data file.

Next, we assessed the histological changes in SCNT placentas with or without gene modifications. Wild type cloned placentas were characterized by expansion of the ST layer with increased glycogen cells, and by distortion of the boundary between the ST and LB layers (Fig. 5b, c)^27^. By contrast, a significant reduction in the ST layer was observed in the SCNT placentas with miRNA KO and in those with miRNA/*Gab1* double KO (*P* < 0.0005 in wild type, *P* < 0.05 in miRNA KO, and *P* = 0.1641 in miRNA/*Gab1* double KO (each vs IVF), two-way ANOVA, Fig. 5b, c). Therefore, maternal KO prevented the expansion of the ST layer, which occurs specifically in SCNT placentas. However, the distortion of the boundary between the ST and LB layers persisted in the KO placentas, thereby indicating that this abnormality was a consequence of other unknown mechanisms (Fig. 5b, c).

### Gene expression pattern of miRNA KO SCNT placentas

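RNA was sequenced from 22 single placentas, each a biological replicate, with SCNT embryos made from cumulus cells. At E11.5 there were 3 IVF, 2 wild type SCNT, 3 *Sfmbt2* miRNA KO SCNT and 2 *Sfmbt2* miRNA/*Gab1* double KO SCNT placentas, and at E19.5 there were 3 of each group. *Gab1* (chromosome 8, 80764434 to 80880479, mm10), which encodes an adaptor of receptor tyrosine kinases, read -0.13 ± 0.19 (SD, n = 2) in the double KO placentas at E11.5, in log2 relative to the gene's median. It read 0.83 ± 0.05 (n = 2) in the wild type SCNT, 0.67 ± 0.18 (n = 3) in the miRNA KO SCNT and -0.03 ± 0.16 (n = 3) in the IVF placentas. The pri-miRNA *Mir669g* (chromosome 2, 10477150 to 10477272) lies inside the deleted *Sfmbt2* cluster. It read 2.22 ± 0.15 (n = 2) in the wild type SCNT placentas, 0.85 ± 0.28 (n = 3) with miRNA KO and 0.98 ± 0.37 (n = 2) with double KO, against 0.82 ± 0.02 (n = 3) in IVF. Only the maternal alleles were deleted, so reads from the paternal alleles remained. Y-linked *Uty* read 8.38 in IVF E11.5 replicate 1 and 8.04 and 7.96 in IVF E19.5 replicates 1 and 2, and no more than 1.76 in any other placenta. *Xist* read -5.99, -5.63 and -3.78 in the same 3 placentas. Cumulus cells come from females, so differences between SCNT and IVF placentas may include differences of sex. An effect of sex on genes outside the X and Y chromosomes was not tested.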

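The deposited values are log2 reads per gene after the authors' DE-seq normalization, with values under 1 normalized read raised to 1. Each gene was then set to a median of 0 over the 22 placentas (the largest departure was 1.0e-06). Levels therefore compare placentas for 1 gene and not 1 gene with another. Of 36172 entries, 15548 were constant at 0, and 14785 genes at E11.5 and 15053 at E19.5 were tested with limma. Each day had a single model of the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method over all tested genes. The limma variance trend ran on these centred means, so a gene far from its median at 1 day received a wide error, such as 7.02 for *Phlda2* and 3.52 for *Dio3* at E19.5. Total reads per placenta and library batches are not given in the sources used here. Relative size factors read from the low values ran from 0.887 to 1.17. In simulated data with the same group sizes, limma called 41% (wild type SCNT against IVF, E11.5) and 49% (E19.5) of genes planted with a log2 change of 1, and 83% and 89% of those planted with 2. The simulated noise was normal, with each gene's variance as already smoothed by limma, so these shares may be higher than for real changes.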

To understand the transcriptomic changes caused by SCNT in placentas, we conducted RNA-seq analysis using E11.5 and E19.5 (term) placentas derived from IVF and SCNT with or without gene KO (total of eight groups and 22 samples). 

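Stage separated all 22 placentas, the 10 E11.5 placentas lying at negative and the 12 E19.5 placentas at positive scores on the first component. This component held 63.3% of the variance over 15213 genes, against 4.53% for the second and 3.65% for the third. *Psg21* (chromosome 7, 18646654 to 18656725), encoding a pregnancy-specific glycoprotein, shows the size of the stage difference. It read -3.05 ± 1.58 (SD, n = 3) in IVF placentas at E11.5 and 1.46 ± 0.48 (n = 3) at E19.5. *Dio3* (chromosome 12, 110279230 to 110281097), which encodes a deiodinase that inactivates thyroid hormone, ran the other way, from 3.44 ± 0.28 to -2.85 ± 0.46 in the same groups.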

Principal component analysis mapped the E11.5 and E19.5 placentas separately along Component 1 (Fig. 6a). 

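The spread of the placentas was measured as the distance between pairs over the 15213 genes. It averaged 95.6 over 45 pairs of E11.5 placentas and 88.1 over 66 pairs of E19.5 placentas. Within groups it averaged 88.7 (8 pairs) and 77.8 (12 pairs). Along the first component the SD was 15.5 at E11.5 and 7.96 at E19.5, and along the second 23.1 and 21.9. The comparison depended on the scaling. After quantile normalization the second component ran from -14.6 to 4.72 at E11.5 and from -48.0 to 62.0 at E19.5.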

As expected, the E11.5 placentas were grouped together more closely, thereby indicating that they had less transcriptomic variation than the E19.5 placentas. 

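At E11.5 the IVF placentas scored -69.6 ± 2.69 (SD, n = 3) on the first component and the wild type SCNT placentas -108 ± 0.771 (n = 2). The miRNA KO SCNT placentas scored -83.9 ± 3.91 (n = 3, -87.4 to -79.7) and the miRNA/*Gab1* double KO SCNT placentas -95.6 ± 11.0 (n = 2, -103 to -87.8). With the IVF mean set to 0 and the wild type SCNT mean to 1, the miRNA KO placentas lay at 0.37 ± 0.10 and the double KO placentas at 0.67 ± 0.29. After quantile normalization the order of the KO groups was the other way round (0.61 and 0.36). *Ano10* (chromosome 9, 122175874 to 122294423), encoding a membrane protein of the anoctamin family, had among the smallest p-values in wild type SCNT against IVF. The same held for each KO against wild type SCNT (limma adjusted p = 0.301 with miRNA KO and 0.21 with double KO). Being picked in this way, *Ano10* is not separate evidence. It read 0.05 ± 0.14 in IVF (n = 3), -1.16 ± 0.18 in wild type SCNT (n = 2), 0.03 ± 0.10 in miRNA KO (n = 3) and 0.03 ± 0.11 in double KO placentas (n = 2). From such positions the paper concludes that deleting the miRNAs brought gene expression closer to that of IVF placentas.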

In the E11.5 group, the IVF placentas and wild type placentas were clearly separated along Component 1, and it was important that the SCNT placentas with miRNA KO or miRNA/*Gab1* double KO were positioned between them, which indicates that deletion of the miRNAs yielded gene expression patterns closer to those of the IVF placentas. 

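At E19.5 the IVF placentas scored 83.0 ± 4.31 (SD, n = 3, 79.9 to 88.0) on the first component, above each of the 9 SCNT placentas. Wild type SCNT placentas scored 68.6 ± 2.86 (65.3 to 70.8), miRNA KO SCNT placentas 72.8 ± 2.31 (70.3 to 74.8) and double KO SCNT placentas 65.1 ± 6.64 (59.7 to 72.5), n = 3 each. After quantile normalization IVF (68.2 to 73.0) overlapped with wild type SCNT (64.4 to 69.6) and miRNA KO SCNT placentas (69.4 to 75.3). *Dao* (chromosome 5, 114003826 to 114025460), encoding D-amino acid oxidase, stood among the genes with the largest distance between IVF (-1.14 ± 0.77, n = 3) and wild type SCNT placentas (2.49 ± 0.26, n = 3) at this day.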

In the E19.5 group, the IVF and SCNT placentas were also separated along Component 1. Three groups of SCNT placentas were not separated by Component 1, whereas the wild type and two types of KO SCNT placentas were separated by Component 2.

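On the second component the double KO placentas at E19.5 scored 32.1 ± 15.7 (SD, n = 3, 21.5 to 50.2), apart from the wild type SCNT (-6.93 ± 6.24, n = 3, -12.9 to -0.48) and miRNA KO SCNT placentas (-2.70 ± 11.8, n = 3, -16.3 to 4.86). The ranges of the wild type SCNT and miRNA KO SCNT placentas overlapped with this scaling. They lay apart after quantile normalization (-48.0 to -37.5 and -10.5 to 18.2), with genes scaled to unit variance (-55.7 to -43.1 and -2.16 to 42.4) and with only genes above the floor (-30.7 to -19.9 and -12.1 to 11.0). On the third component the wild type SCNT placentas (27.6, 18.8 to 32.6) lay apart from the miRNA KO (6.87, 0.17 to 12.2) and double KO SCNT placentas (-3.13, -12.6 to 2.01), with IVF at -26.0. *Ano10* parted the SCNT groups at E19.5, with -0.62 ± 0.13 in wild type, -0.19 ± 0.10 in miRNA KO and 0.57 ± 0.19 in double KO SCNT placentas (n = 3 each). The double KO was higher than wild type by a log2 fold change of 1.19 (SE 0.12, limma adjusted p = 0.00354).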

**Fig. 6:**
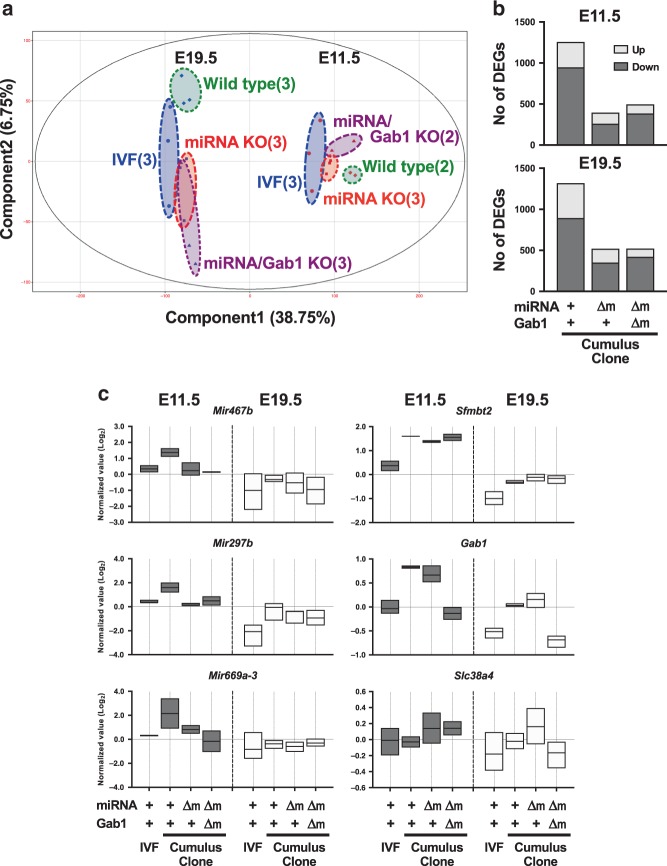
Transcriptome analysis of IVF and SCNT placentas from wild type and miRNA KO. **a** Principal component analysis of IVF, SCNT wild type, miRNA KO, and miRNA/*Gab1* KO placentas at E11.5 and E19.5 (term). The numbers within brackets indicate the number of biological replicates. **b** Numbers of DEGs in SCNT (wild type and two types of KO) placentas vs IVF placentas. **c** Box plots showing the expression levels of *Sfmbt2* pri-miRNAs (*Mir467b*, *Mir297b*, and *Mir669a-3*) and placenta-specific imprinted genes (*Sfmbt2*, *Gab1*, and *Slc38a4*) in IVF and SCNT placentas. Upper, lower, and center lines indicate minimum, maximum, and mean values. The mean expression level in all samples is indicated as 0.0. +, wild type; Δm, maternal KO. Also see Supplementary Figs. 4 and 5, and Supplementary Data 2–6. Source data are provided as a Source data file.

To obtain insights into the gene expression dynamics that accompanied the changes in *Sfmbt2* miRNA expression, we focused on the differentially expressed genes (DEGs) between wild type SCNT and IVF placentas (fold change > 1.8), which comprised 1257 genes at E11.5, and 1319 genes at E19.5 (Fig. 6b, Supplementary Data 2–5). In particular, after miRNA KO, the numbers of genes decreased to 395 and 521 at E11.5 and E19.5, respectively (Fig. 6b). 

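Most of the genes over 1.8-fold between wild type SCNT and IVF placentas were lower in SCNT: 1209 of 1606 at E11.5 and 987 of 1498 at E19.5. At E11.5 *Psg21* was lower by a log2 fold change of -4.64 (SE 1.13, adjusted p = 0.124), with 2 SCNT and 3 IVF placentas. *Prl3d1* (chromosome 13, 27094189 to 27100260), a placental lactogen of giant cells, was higher by 2.14 (SE 0.69, adjusted p = 0.186). At E19.5 *Dao* was higher by 3.63 (SE 0.57, adjusted p = 0.0198), with 3 placentas per group. *Tacstd2* (chromosome 6, 67534059 to 67535822), encoding an epithelial surface protein, was lower by -3.02 (SE 0.49, adjusted p = 0.0223). *Ubtfl1*, a gene of early embryos, had the largest decrease past the test at -5.67 (SE 0.91, adjusted p = 0.0223), followed by *Gm4926* (-3.98) and *Calm4* (-3.23). *Ajap1* (2.93), *Grid1* (2.67) and *Adcyap1r1* (2.57) followed *Dao* among the increases. By limma no gene passed an adjusted p of 0.05 at E11.5 (2669 had an unadjusted p under 0.05, 1614 higher and 1055 lower, with a smallest adjusted p of 0.0992). At E19.5 293 genes passed, 120 higher and 173 lower, of which 69 and 136 also exceeded 1.8-fold.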

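The split into higher and lower genes depended on the scaling. After quantile normalization 483 genes were higher and 744 lower than IVF at E11.5 (39.4% higher, against 24.7%). At E19.5 the numbers were 622 and 699 (47.1% higher, against 34.1%), with 109 and 76 past the test. The E19.5 count of 293 was 142 without IVF replicate 1, 36 without IVF replicate 3, 51, 5 and 6 without wild type SCNT replicates 1, 2 and 3, and 123 without miRNA KO replicate 3. It was 0 with only the 2 groups compared, 180 with the replicate number as a block and 530 with all 22 placentas in a single fit. At E11.5 the count of 0 was 2 without IVF replicate 1, 3 and 1 without wild type SCNT replicates 1 and 2 (the lone sample is assumed to vary like the other groups) and 1 without miRNA KO replicate 1. With all 22 placentas in a single fit it was 517. *Kif26a* (log2 fold change 1.21), *Nat8l* (2.30), *Vmn2r96* (-3.81), *Ano10* (-1.21) and *Slain1* (-1.48) had the smallest p-values at E11.5 beside *Sfmbt2*, each with an adjusted p of 0.0992.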

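Gene lists written before the data were examined, though after the paper's Supplementary Data had been read, were tested in this contrast at E11.5. Cell cycle genes were higher in wild type SCNT placentas for all 20 members (median log2 fold change 0.52, 0.28 to 0.76, camera adjusted p = 5.03e-09, adjusted p = 0.495 with an estimated correlation). Among them were *Rrm2*, encoding a ribonucleotide reductase subunit (0.67, SE 0.10), and *Pcna*, encoding the replication clamp (0.53, SE 0.09). After quantile normalization the list's adjusted p was 0.0877. Markers of uterine natural killer cells were lower for 8 of 10 (median -1.37, adjusted p = 7.19e-05, adjusted p = 0.449 with an estimated correlation). They included the granzymes *Gzme* (-1.64, SE 0.34) and *Gzmg* (-1.43, SE 0.29) and the perforin gene *Prf1* (-1.75, SE 0.50). These cells lie in the decidua, and the paper used E11.5 placentas without deciduas. Decidual stroma markers were lower too for 14 of 15 (median -0.61, adjusted p = 0.0048, adjusted p = 0.495 with an estimated correlation), with *Hoxa10* at -1.60 (SE 0.54) and *Hoxd10* at -2.29 (SE 0.81). Interferon response genes were lower for 21 of 24 (median -0.66, adjusted p = 6.63e-07, adjusted p = 0.449 with an estimated correlation), including *Ifit1* (-1.56, SE 0.34) and *Irgm2* (-1.07, SE 0.24). Spongiotrophoblast markers were lower for 7 of 9 (median -1.86, adjusted p = 0.00885, adjusted p = 0.495 with an estimated correlation), with *Tpbpa* at -1.86 (SE 0.54) and *Ascl2* at 0.26 (SE 0.42). Those outside the *Psg* and *Prl* families had a median of -0.80 and went both ways. Visceral yolk sac endoderm markers were lower for 19 of 20 (median -1.90, adjusted p = 0.0247, adjusted p = 0.825 with an estimated correlation) and differed between the placentas of a group. Their adjusted p was 0.287 and 0.166 without IVF replicates 1 and 3 and 0.871 without wild type SCNT replicate 1. No member of these lists passed adjustment over all genes. Adjusted over the list alone, 14 cell cycle genes were higher, and 7 uterine natural killer cell, 2 interferon and 5 spongiotrophoblast genes were lower.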

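At E19.5 glycogen trophoblast markers were higher for 9 of 10 in wild type SCNT placentas (median log2 fold change 0.46, camera adjusted p = 4.43e-04, adjusted p = 0.305 with an estimated correlation). The adhesion genes *Ncam1* (1.62, SE 0.28, adjusted p = 0.0294) and *Pcdh12* (1.26, SE 0.25, adjusted p = 0.0365) passed the test, and 4 passed adjusted over the list alone. Labyrinth nutrient transport genes were lower for 15 of 18 (median -0.31, adjusted p = 0.00366, adjusted p = 0.305 with an estimated correlation). Of these the iron exporter gene *Slc40a1* passed (-1.16, SE 0.22, adjusted p = 0.0327). Of cholesterol synthesis genes 15 of 18 were lower (median -0.19, adjusted p = 0.00635, adjusted p = 0.321 with an estimated correlation). *Sc4mol* (-0.97), *Sqle* (-0.83) and *Hmgcs1* (-0.68) passed the test, and without IVF replicate 2 the list's adjusted p was 0.0844. Decidual stroma markers were lower for 14 of 15 (median -1.18, adjusted p = 1.01e-04, adjusted p = 0.305 with an estimated correlation) and included *Erv3* (-2.39). Erythroid markers were lower for 8 of 8 (median -1.98, adjusted p = 0.00366, adjusted p = 0.44 with an estimated correlation) and included *Alas2* (-1.92). No gene of these 2 lists passed over all genes, and 8 decidual and 4 erythroid genes passed adjusted over the list alone.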

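Of the wild type SCNT genes over 1.8-fold, 492 of 1606 at E11.5 (159 higher, 333 lower) and 572 of 1498 at E19.5 (196 higher, 376 lower) were over 1.8-fold in the same direction in miRNA KO SCNT placentas, or 30.6% and 38.2%. The miRNA KO placentas also had genes over 1.8-fold that wild type SCNT placentas did not, 549 at E11.5 and 601 at E19.5, within totals of 1041 and 1173. *Psg21* was among the retained genes at E11.5 (log2 fold change against IVF -2.16, SE 1.01, adjusted p = 0.484), as was *Dio3* (1.04, SE 0.25, adjusted p = 0.303). *Ano10* (-0.02) was not, and neither was *Gkn2* (0.87), which encodes a gastrokine. With no effect in any group the shared count was 201.64 in simulations that kept the shared IVF placentas at E11.5 and 154.08 at E19.5. The simulated noise used each gene's variance as smoothed by limma, which is wide for genes far from their median. The simulated counts may therefore be too high. Independent lists would share 11.1 higher and 51.2 lower genes at E11.5 and 12.5 and 52.7 at E19.5, and part of the excess may come from the shared controls. Without IVF replicate 3 the shared E11.5 count was 760. Since the genes were picked on the wild type SCNT placentas, a left-out wild type SCNT placenta gives the yardstick. It retained 43.9% at E11.5 and 59.1% (49.2 to 66.0) at E19.5 of the genes picked without it. At E11.5 genes were picked on 1 placenta and counted in the other, so both values rest on the same 834 genes. Their range (43.4 to 44.5) therefore gives no spread between placentas. Single miRNA KO placentas retained 31.4% (23.1 to 38.9) and 39.7% (37.1 to 42.9).

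**Figure D1:**
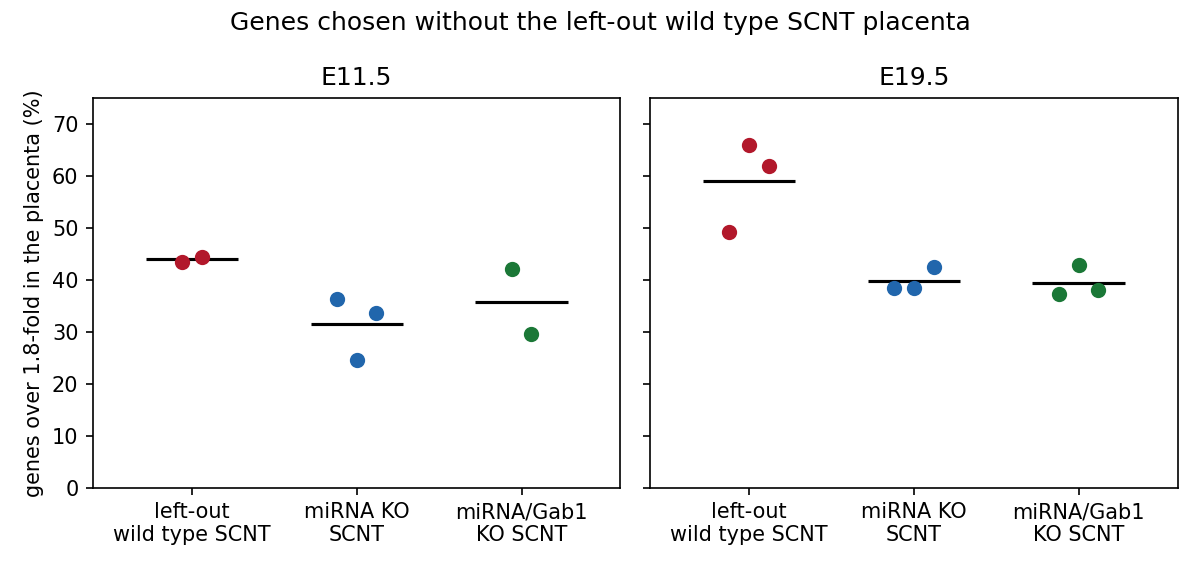
Share of wild type SCNT genes over 1.8-fold, picked without the placenta in question, that single placentas retained in the same direction at E11.5 and E19.5.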

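In the contrast of miRNA KO with wild type SCNT placentas at E11.5, extracellular matrix genes were higher in the KO for 22 of 22 (median log2 fold change 0.46, camera adjusted p = 1.66e-09, adjusted p = 0.228 with an estimated correlation). Among them were the collagen genes *Col4a1* (0.48, SE 0.15) and *Col3a1* (0.67, SE 0.19). Macrophage markers were higher for 11 of 12 (median 0.89, adjusted p = 1.28e-05, adjusted p = 0.228 with an estimated correlation). The Fc receptor gene *Fcgr1* was at 3.45 (SE 0.53) and *Emr1* at 2.24 (SE 0.41), and 2 genes passed adjusted over the list alone. Uterine natural killer cell markers were higher for 9 of 10 (median 0.66, adjusted p = 4.37e-04, adjusted p = 0.359 with an estimated correlation), with *Gzmg* at 1.17 (SE 0.29). Cell cycle genes were lower for 20 of 20 (median -0.31, adjusted p = 1.6e-06, adjusted p = 0.59 with an estimated correlation, 0.39 after quantile normalization). Visceral yolk sac endoderm markers were higher in the KO for 20 of 20 (median 2.92, adjusted p = 7.26e-06, adjusted p = 0.714 with an estimated correlation, 0.267 without wild type SCNT replicate 1), with the transferrin gene *Trf* at 2.38 (SE 0.98). Single genes did not pass by limma at either day. An unadjusted p under 0.05 was seen for 1206 at E11.5 (526 higher, 680 lower) and 1879 at E19.5 (912 higher, 967 lower), with smallest adjusted p of 0.301 and 0.0882. Leaving out IVF replicate 3 gave 2 genes at E19.5, and leaving out IVF replicate 1, wild type SCNT replicate 1 or miRNA KO replicate 3 gave 2, 2 and 1 at E11.5. With all 22 placentas in a single fit 6 genes passed at E11.5 and 54 at E19.5. With only the 2 groups compared 2 passed at E11.5, and at E19.5 14 passed after quantile normalization and 1 without trend. Over 1.8-fold, 820 genes were higher and 359 lower at E11.5 (69.6% higher, and 56.9% after quantile normalization) and 501 and 427 at E19.5. At E19.5 nutrient transport genes were higher in the KO for 16 of 18 (median 0.37, adjusted p = 0.00508, adjusted p = 0.557 with an estimated correlation). They included the amino acid transporter gene *Slc38a2* (0.56, SE 0.18).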

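Against IVF the miRNA KO placentas had no gene past the test at E11.5 by limma (1634 with an unadjusted p under 0.05, smallest adjusted p 0.0996) and 54 at E19.5, 17 higher and 37 lower. *Slc26a7*, encoding an anion exchanger, was among the E19.5 genes that were higher (1.92, SE 0.29, adjusted p = 0.041, 3 placentas per group). The 54 depended on single placentas. The count was 1, 1 and 13 without IVF replicates 1, 2 and 3, and 17, 2 and 0 without wild type SCNT replicates 1, 2 and 3. It was 2, 5 and 0 without miRNA KO replicates 1, 2 and 3, and 0 and 82 without double KO replicates 1 and 3. At E11.5 it was 1 without wild type SCNT replicate 1 or 2, 2 without miRNA KO replicate 2 and 1 without miRNA KO replicate 3. At E19.5 it was 4 with only the 2 groups compared, 0 after quantile normalization, 84 without trend and 102 with all 22 placentas in a single fit (17 at E11.5). Over 1.8-fold, 31.5% of the genes were higher at E19.5 (369 of 1173), against 43.4% after quantile normalization.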

After miRNA/*Gab1* double KO, the numbers of genes also decreased to 495 and 522, respectively (Fig. 6b). 

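In miRNA/*Gab1* double KO SCNT placentas 641 of the 1606 wild type SCNT genes at E11.5 (140 higher, 501 lower) and 594 of the 1498 at E19.5 (139 higher, 455 lower) were over 1.8-fold in the same direction, or 39.9% and 39.7%. The double KO placentas had 869 and 1048 further genes over 1.8-fold, within totals of 1510 and 1642. *Tpbpa* (chromosome 13, 60938692 to 60941935), a spongiotrophoblast gene over 1.8-fold lower in wild type SCNT placentas at E11.5, was at -0.67 (SE 0.54, adjusted p = 0.575) against IVF in the double KO. *Dio3* was retained at 1.02 (SE 0.28, adjusted p = 0.2). Simulated shared counts with no effect in any group, which may again be too high, were 217.02 and 152.7. Independent lists would share 8.08 higher and 98.9 lower genes at E11.5 and 14.4 and 79.9 at E19.5, and part of the excess may come from the shared controls. Single double KO placentas retained 35.8% (26.2 to 42.2) of genes picked with 1 wild type SCNT placenta left out at E11.5 and 39.4% (36.4 to 43.3) at E19.5. The paper states that, of the genes it found between wild type SCNT and IVF placentas, fewer were over the threshold after the KO of the miRNAs with or without *Gab1*.

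**Figure D2:**
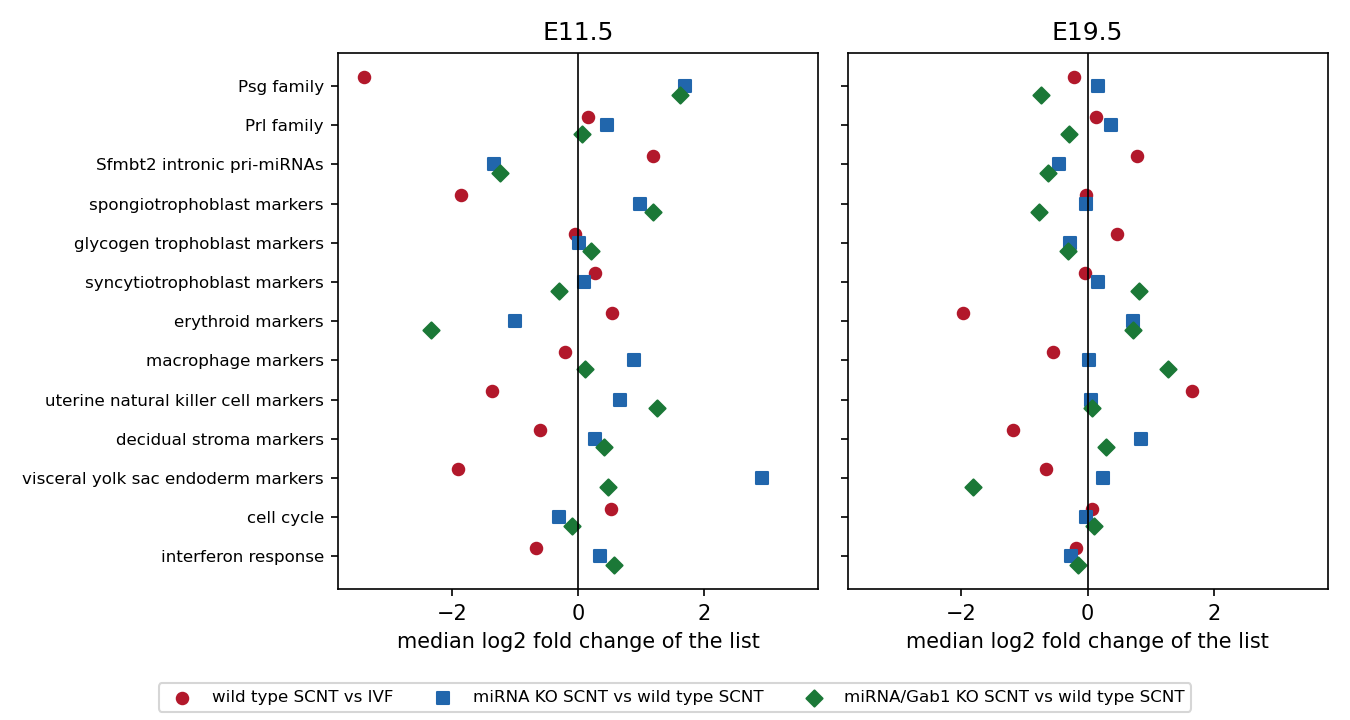
Median log2 fold changes of the gene lists in wild type SCNT placentas against IVF and in the KO placentas against wild type SCNT at E11.5 and E19.5.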

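Against wild type SCNT, 283 genes passed the test in the double KO placentas at E19.5, 119 higher and 164 lower, of which 69 and 110 exceeded 1.8-fold. At E11.5 none passed by limma (968 with an unadjusted p under 0.05, 455 higher and 513 lower, smallest adjusted p 0.0602). Among those higher at E19.5 were *Card9* (log2 fold change 2.64, SE 0.28, adjusted p = 0.00354) and *Lilrb4* (3.31, SE 0.45, adjusted p = 0.0129), genes of myeloid cells. *Syna* (chromosome 5, 134557254 to 134560171), which encodes the fusion protein syncytin-A, was higher by 1.06 (SE 0.18, adjusted p = 0.0248). Among those lower were the peptide transporter gene *Slc15a2* (-5.19, SE 0.71, adjusted p = 0.0129), *Cyp8b1* (-2.75, SE 0.29, adjusted p = 0.00354), of bile acid synthesis, and the apolipoprotein gene *Apoh* (-3.46, SE 0.54, adjusted p = 0.0201). Visceral yolk sac endoderm markers were lower in the same placentas for 21 of 21 (median -1.82, camera adjusted p = 1.44e-05, adjusted p = 0.699 with an estimated correlation), *Apoa2* by -3.59 (SE 1.32). With their median per placenta as a covariate, an adjustment chosen after seeing the data, 9 genes passed, while 796 were higher and 949 lower over 1.8-fold (667 and 883 without it). The covariate was itself lower in the double KO placentas than in the other 9 (a difference of -2.23). The 283 became 42, 21 and 32 without wild type SCNT replicates 1, 2 and 3, and 119 without miRNA KO replicate 3. It was 54, 71 and 565 without double KO replicates 1, 2 and 3. With only the 2 groups compared it was 10, with the replicate number as a block 63, after quantile normalization 654 and with all 22 placentas in a single fit 743 (15 at E11.5). At E11.5 the count was 1 without IVF replicate 1, 3 without wild type SCNT replicate 1 and 7 without double KO replicate 2 (the lone sample is assumed to vary like the other groups).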

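Syncytiotrophoblast markers were higher in double KO than in wild type SCNT placentas at E19.5 for 9 of 10 (median log2 fold change 0.81, camera adjusted p = 1.45e-04, adjusted p = 0.21 with an estimated correlation). *Gjb2*, a gap junction gene, was at 1.00 (SE 0.22, adjusted p = 0.0466). Nutrient transport genes were higher for 15 of 18 (median 0.45, adjusted p = 6.29e-04, adjusted p = 0.639 with an estimated correlation). The amino acid transporter gene *Slc7a5* was at 0.94 (SE 0.20, adjusted p = 0.0451), and 9 passed adjusted over the list alone. Extracellular matrix genes were lower for 20 of 22 (median -0.44, adjusted p = 8.93e-04, adjusted p = 0.699 with an estimated correlation), *Col1a1* by -1.36 (SE 0.24, adjusted p = 0.0303). At E11.5 interferon response genes were higher in the double KO for 23 of 24 (median 0.57, adjusted p = 5.78e-08, adjusted p = 0.328 with an estimated correlation), with *Ifit1* at 1.29 (SE 0.37). Uterine natural killer cell markers were higher for 8 of 10 (adjusted p = 2.14e-05, adjusted p = 0.328 with an estimated correlation), and no member of the 2 lists passed over all genes. Erythroid markers were lower there for 11 of 11 (median -2.33, adjusted p = 2.14e-05, adjusted p = 0.595 with an estimated correlation). They included *Alas2*, of heme synthesis (-1.39, SE 0.32), and *Klf1*, an erythroid transcription factor gene (-3.13, SE 1.00).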

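Against IVF the double KO placentas had 2 genes past the test at E11.5 and 315 at E19.5, 105 higher and 210 lower. The 2 were the cathepsin gene *Ctse* (log2 fold change -5.76, SE 0.49, adjusted p = 0.0178) and *Shc3* (-3.76, SE 0.31, adjusted p = 0.0178), the latter named after its values were seen. *Syna* was 1.51 higher than IVF at E19.5 (SE 0.18, adjusted p = 0.00688) and *Slc26a7* 2.49 higher (SE 0.29, adjusted p = 0.00573), n = 3 per group. The 315 became 62, 106 and 114 without IVF replicates 1, 2 and 3, and 172, 137 and 147 without wild type SCNT replicates 1, 2 and 3. It was 180 without miRNA KO replicate 3 and 104, 69 and 499 without double KO replicates 1, 2 and 3. The 2 became 1 without IVF replicate 2 or 3, 5 without wild type SCNT replicate 1 or 2, and 4, 6 and 0 without miRNA KO replicates 1, 2 and 3. It was 6 and 39 without double KO replicates 1 and 2, and the total over 1.8-fold at E11.5 was 2333 without double KO replicate 2. Over 1.8-fold, 19.9% of the genes were higher at E11.5 and 25.8% at E19.5, against 33.5% and 41.9% after quantile normalization. The latter left 30 higher and 33 lower genes past the test at E19.5 and 4 genes at E11.5. The E19.5 count was 0 with only the 2 groups compared, 96 with the replicate number as a block, 12 with the yolk sac marker covariate (with 1990 genes over 1.8-fold) and 549 with all 22 placentas in a single fit. At E11.5 the last 2 gave 0 and 163. Between double KO and miRNA KO placentas 302 genes were higher and 911 lower over 1.8-fold at E11.5 (24.9% higher, and 38.1% after quantile normalization) and 396 and 637 at E19.5.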

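Between the double KO and miRNA KO SCNT placentas, no gene passed the limma test at E11.5 (954 with an unadjusted p under 0.05) and 9 did at E19.5, 3 higher and 6 lower. The 3 higher ones, named after their values were seen, were *Zfp651* (log2 fold change 0.86), *Myo19* (1.09) and *Vav1*, encoding an exchange factor of blood cells (SE 0.24, adjusted p = 0.0452). The lower ones included *Gab1* (-0.84, SE 0.12, adjusted p = 0.0452) and *Slc15a2* (-5.84, SE 0.71, adjusted p = 0.0195). The 9 became 3, 4 and 5 without wild type SCNT replicates 1, 2 and 3, 3 without miRNA KO replicate 2 or 3, and 5 and 16 without double KO replicates 1 and 2. At E11.5 the count was 3 and 1 without IVF replicates 1 and 2, 1 without miRNA KO replicate 3 and 7 without double KO replicate 2. With only the 2 groups compared or with the yolk sac marker covariate the 9 became 0, with the replicate number as a block 3, without trend 20 and with all 22 placentas in a single fit 29 (20 at E11.5). *Gkn2*, which did not pass at E11.5, was at -1.39 ± 0.74 (SD, n = 3) with miRNA KO and -4.02 ± 1.74 (n = 2) with double KO.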

The top ten Gene Ontology (GO) terms and the *P*-values for DEGs between the wild type SCNT and IVF placentas are indicated in Supplementary Fig. 4. 

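Among the 397 genes over 1.8-fold higher in wild type SCNT than in IVF placentas at E11.5, the term ion transport held 22 against 9.49 expected (hypergeometric test over annotated genes, adjusted p = 0.00601), and potassium ion transport held 8 against 1.91 (adjusted p = 0.0082). The 1209 lower genes held 11 of the 24 female pregnancy genes (1.91 expected, adjusted p = 4.54e-06) and 29 of the 124 innate immune response genes (9.88 expected, adjusted p = 1.28e-06). *Psg16* (log2 fold change -4.20), *Psg21* (-4.64) and *Psg23* (-4.27), of the pregnancy-specific glycoprotein family, were among the lower genes. The lower genes also held 50 ion transport genes, against 29.2 expected (adjusted p = 3.27e-04), so that this term was enriched in both directions, as was cell adhesion (17 higher, 48 lower). Over all 367 tested ion channel and transporter genes of the term, 171 were higher and 195 lower (median -0.04, camera adjusted p = 0.48), 6 higher and 3 lower passing adjusted over the list alone and none over all genes. Peptidase regulation (18 of 46, adjusted p = 1.25e-07), blood coagulation (16 of 50, adjusted p = 4.54e-06) and proteolysis (60 of 383, adjusted p = 2.51e-06) were further terms among the lower genes. The broad term immune system process carried 1 tested gene by direct annotation and could not be enriched.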

The genes upregulated at E11.5 appeared to be correlated with ion transport, whereas the downregulated genes included terms related to immune system process and female pregnancy. 

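Of the 26 terms tested, 7 were enriched among the higher and 13 among the lower genes of wild type SCNT placentas at E11.5 against IVF. The terms are those the paper picked from its wild type SCNT genes in these data, so their enrichment there, here and above, is not independent evidence. The KO counts below use all genes over 1.8-fold against IVF. The paper's KO genes lie within its wild type SCNT genes, so the counts are not like for like. With miRNA KO the numbers were 10 and 3, and with miRNA/*Gab1* double KO 2 and 11; at E19.5 they were 7 and 9 in wild type, 6 and 5 with miRNA KO and 7 and 11 with double KO. The term female pregnancy held 8 of 24 genes among those lower with miRNA KO at E11.5 (hypergeometric test, adjusted p = 7.2e-05) and 9 with double KO (adjusted p = 3.08e-04). *Psg23* was lower than IVF by -2.28 (SE 1.05, adjusted p = 0.481) with miRNA KO and by -1.87 (SE 1.18, adjusted p = 0.469) with double KO. Innate immune response held 10 of 124 lower genes with miRNA KO (adjusted p = 0.147) and 12 with double KO (adjusted p = 0.384), and ion transport held 22 higher genes with miRNA KO (adjusted p = 0.0063) and 16 with double KO (adjusted p = 0.0331).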

The enrichment of GO terms decreased in the miRNA or double KO SCNT placentas, with only a few exceptions (e.g., the GO term “female pregnancy” for genes that were downregulated at E11.5).

As expected, the expression levels of the *Sfmbt2* miRNAs (specifically pri-miRNAs, e.g., *Mir467b*, *Mir297b*, and *Mir669a-3*) were normalized in the KO and double KO SCNT placentas (Fig. 6c, Supplementary Fig. 5). 

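All but 1 of the 11 tested *Sfmbt2* intronic pri-miRNAs were higher in wild type SCNT than in IVF placentas at E11.5 (median log2 fold change 1.18, -0.62 to 2.37), and all but 1 were lower in each KO than in wild type SCNT placentas. *Mir467b* (chromosome 2, 10481248 to 10481320) was 1.03 higher in wild type SCNT than in IVF placentas (SE 0.28, adjusted p = 0.142). Against wild type SCNT it was at -1.14 with miRNA KO (SE 0.28, adjusted p = 0.512) and -1.22 with double KO (SE 0.30, adjusted p = 0.533). For *Mir297b* (10511667 to 10511775) the values were 1.18 (SE 0.29, adjusted p = 0.124), -1.43 (adjusted p = 0.466) and -1.11 (adjusted p = 0.6). For *Mir669a-3* (10474433 to 10474541) they were 1.85 (SE 0.73, adjusted p = 0.245), -1.33 and -2.32. Against IVF, *Mir467b* stood at -0.11 and -0.19, *Mir297b* at -0.25 and 0.07, and *Mir669g* at 0.03 and 0.16 in the miRNA KO and double KO placentas. As a set the 11 were higher in wild type SCNT placentas (camera adjusted p = 5.04e-05, adjusted p = 0.449 with an estimated correlation). They were lower with miRNA KO (median -1.33, 2.18e-08, adjusted p = 0.127 with an estimated correlation) and double KO (median -1.23, 3.76e-09, adjusted p = 0.0942 with an estimated correlation). None passed over all genes, and adjusted over the list alone 6, 7 and 7 passed.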

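At E19.5, where 8 of these pri-miRNAs were tested, 7 were higher in wild type SCNT than in IVF placentas (median log2 fold change 0.78, camera adjusted p = 0.00366, adjusted p = 0.305 with an estimated correlation). *Mir467a-2* was 0.88 higher (SE 0.20, adjusted p = 0.0533) and *Mir669k* 1.54 higher (SE 0.36, adjusted p = 0.0541). *Mir467a-2* read 0.49 ± 0.27 in wild type SCNT against -0.34 ± 0.24 with miRNA KO, -0.14 ± 0.32 with double KO and -0.39 ± 0.20 in IVF placentas (SD, n = 3 each). *Mir297b* was also above IVF with miRNA KO (1.58, SE 0.60, adjusted p = 0.238) and double KO (1.37, SE 0.60, adjusted p = 0.215). Against wild type SCNT 7 of 8 were lower in each KO (medians -0.46 and -0.63), with camera adjusted p of 0.0638 and 0.0563. The pri-miRNAs are near-identical copies inside an intron of *Sfmbt2*, so which copy a read came from is uncertain, and intronic *Sfmbt2* reads may be counted too.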

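*Sfmbt2* (chromosome 2, 10370451 to 10595253), a Polycomb group gene whose maternal allele is repressed by H3K27me3, was higher in wild type SCNT than in IVF placentas by a log2 fold change of 1.23 at E11.5 (SE 0.14, adjusted p = 0.0992, 2 and 3 placentas) and 0.69 at E19.5 (SE 0.16, adjusted p = 0.0572, 3 and 3). *Gab1* was higher by 0.87 at E11.5 (SE 0.15, adjusted p = 0.0992) and by 0.55 at E19.5 (SE 0.12, adjusted p = 0.0438). Every wild type SCNT placenta lay above every IVF placenta of its day for both genes. Chance gives such a separation, in either direction, in 1 in 5 splits of 2 against 3 placentas (E11.5) and 1 in 10 splits of 3 against 3 (E19.5). The 5 tested non-canonical imprinted genes were together higher in wild type SCNT placentas at E11.5 (4 of 5, median 0.52, camera adjusted p = 0.00303, adjusted p = 0.488 with an estimated correlation) and E19.5 (4 of 5, median 0.55, adjusted p = 0.0161, adjusted p = 0.305 with an estimated correlation).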

The *Sfmbt2* and *Gab1* genes were also included in the group of DEGs upregulated at E11.5 and E19.5, which was predicted from their LOI (Fig. 6c). As expected, *Sfmbt2* remained highly expressed in the two types of KO SCNT placentas, and *Gab1* was normalized in the *Sfmbt2* miRNA/*Gab1* double KO SCNT placentas after maternal allele deletion. 

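*Sfmbt2* was 1.00 (SE 0.13, adjusted p = 0.123) and 1.18 (SE 0.14, adjusted p = 0.0631) log2 units above IVF at E11.5 in miRNA KO and double KO SCNT placentas. It was 0.89 (adjusted p = 0.053) and 0.84 (SE 0.16, adjusted p = 0.0352) above at E19.5. Against wild type SCNT placentas its log2 fold changes were -0.23 and -0.05 at E11.5 and 0.20 and 0.16 at E19.5. *Gab1* lay below wild type SCNT in the double KO placentas at E11.5 (-0.97, SE 0.17, adjusted p = 0.394). It fell at E19.5 (-0.72, SE 0.12, adjusted p = 0.0219), where it was at -0.17 against IVF (adjusted p = 0.426). With miRNA KO alone *Gab1* was 0.67 above IVF at E19.5 (SE 0.12, adjusted p = 0.0471). The paper concludes that the maternal deletion of *Gab1* returned its expression to the IVF level while loss of the miRNAs left *Sfmbt2* high.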

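*Smoc1* (chromosome 12, 81026808 to 81186414), encoding a calcium-binding matrix protein, was higher in wild type SCNT than in IVF placentas at E11.5 by a log2 fold change of 0.52 (SE 0.18, adjusted p = 0.201) and at E19.5 by 0.89 (SE 0.22, adjusted p = 0.0649). At E19.5 it read -0.63 ± 0.32 in IVF, 0.26 ± 0.03 in wild type SCNT, -0.11 ± 0.38 in miRNA KO and -0.80 ± 0.31 in double KO SCNT placentas (SD, n = 3 each). Against wild type SCNT the miRNA KO was at -0.37 (adjusted p = 0.509) and the double KO at -1.06 (SE 0.22, adjusted p = 0.0445). *Phf17* (chromosome 3, 41555734 to 41616864), encoding a subunit of histone acetyltransferase complexes, was 0.39 higher in wild type SCNT than in IVF placentas at E11.5 (SE 0.18, adjusted p = 0.309). It read -0.28 ± 0.28 (n = 3) in IVF, 0.10 ± 0.14 (n = 2) in wild type SCNT, -0.00 ± 0.12 (n = 3) in miRNA KO and -0.17 ± 0.12 (n = 2) in double KO placentas, and each SCNT group overlapped with IVF.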

Other placenta-specific imprinted genes, *Smoc1* and *Phf17 (ref.* ^15^), were also upregulated in E11.5 SCNT placentas (Supplementary Fig. 5), whereas the expression levels of *Smoc1* in E19.5, and of *Phf17* in E11.5 placentas seemed to be corrected by miRNA KO and miRNA/Gab1 KO placentas. Although the reasons for their corrected expression patterns are unknown, a normalized placental histology (especially at E19.5) or corrected physiological conditions may have been at play. *Slc38a4* was not upregulated in SCNT placentas, which may have been caused by the great level of variation observed in the IVF placentas. 

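*Slc38a4* (chromosome 15, 96994823 to 97055956), which encodes a system A amino acid transporter, differed between wild type SCNT and IVF placentas by a log2 fold change of -0.02 at E11.5 (SE 0.16, adjusted p = 0.959) and 0.16 at E19.5 (SE 0.16, adjusted p = 0.672). Its SD among IVF placentas was 0.17 at E11.5 and 0.25 at E19.5, against 0.10 in wild type SCNT at both days, 0.19 and 0.23 in miRNA KO SCNT, and 0.13 and 0.17 in double KO SCNT placentas. The paper proposes the variation among IVF placentas as a reason.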

Our qRT-PCR analysis revealed that *Slc38a4* was significantly upregulated in SCNT placentas at E19.5 (Supplementary Fig. 1). We also reported previously that this gene was upregulated in E13.5 SCNT placentas^14^. We also observed changes in the expression levels of canonical imprinted genes in E11.5 placentas. 

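At E11.5 *Dio3* was higher in wild type SCNT than in IVF placentas by a log2 fold change of 1.37 (SE 0.28, adjusted p = 0.103, 2 and 3 placentas). *Phlda2* (chromosome 7, 143501548 to 143502524), which restrains placental growth, was higher by 1.31 (SE 0.48, adjusted p = 0.223). *Rasgrf1* (chromosome 9, 89909775 to 90026979), encoding a Ras exchange factor, was at -2.92 (SE 0.86, adjusted p = 0.162). *Gatm*, of creatine synthesis, was at -2.45 (SE 0.95, adjusted p = 0.237) and the proteoglycan gene *Dcn* at -2.03 (SE 0.69, adjusted p = 0.197). *Slc22a2* (-1.37), *Tnfrsf23* (-1.10), *Zim1* (-1.06), *Ampd3* (-1.01) and *Tnfrsf22* (-0.97) were lower by less. None of the 10 passed over all genes, and *Slc22a2* and *Zim1* overlapped between the groups. Of the tested imprinted genes, 10 of 27 paternally expressed genes were higher (median -0.13, camera adjusted p = 0.53). So were 18 of 36 maternally expressed genes (median 0.02, mean -0.16, adjusted p = 0.681) and 4 of 6 *Dlk1*-*Dio3* domain transcripts (median 0.15, adjusted p = 0.46).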

Two genes (*Dio3* and *Phlda2*) were upregulated and eight genes (*Rasgrf1*, *Gatm*, *Dcn*, *Slc22a2*, *Tnfrsf23*, *Ampd3*, *Zim1*, and *Tnfrsf22*) were downregulated (Fig. 7a). Interestingly, the latter downregulated genes, but not the former upregulated genes, tended to exhibit improved expressions by *Sfmbt2* miRNA KO and *Sfmbt2* miRNA/*Gab1* KO (Fig. 7a).

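All 8 of the lower genes were higher in miRNA KO and in double KO than in wild type SCNT placentas at E11.5. *Slc22a2* was higher by log2 fold changes of 2.62 and 0.83, *Gatm* by 1.61 and 2.53, *Zim1* by 1.44 and 0.94, *Rasgrf1* by 1.42 and 0.52, and *Dcn* by 1.32 and 1.39. *Tnfrsf22* (0.64 and 0.75), *Tnfrsf23* (0.47 and 0.48) and *Ampd3* (0.22 and 0.65) were higher by less, and no gene passed over all genes. *Dio3* was at -0.33 and -0.35 against wild type SCNT and *Phlda2* at 0.05 and -0.50. Both stayed above IVF with miRNA KO (1.04 and 1.35) and double KO (1.02 and 0.81). Genes picked for being low in the same wild type SCNT placentas tend to be higher in any other group. Of all 1209 lower genes, 1125 were higher with miRNA KO and 990 with double KO. As a set the 10 listed genes were higher with miRNA KO (camera adjusted p = 0.0145, adjusted p = 0.53 with an estimated correlation, 0.0551 without wild type SCNT replicate 2 and 0.0574 without miRNA KO replicate 2). With double KO the adjusted p was 0.095. The study chose them on these placentas, so the set is not independent evidence. The paper states that the lower genes, unlike the higher ones, tended to be corrected by the KO.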

**Fig. 7:**
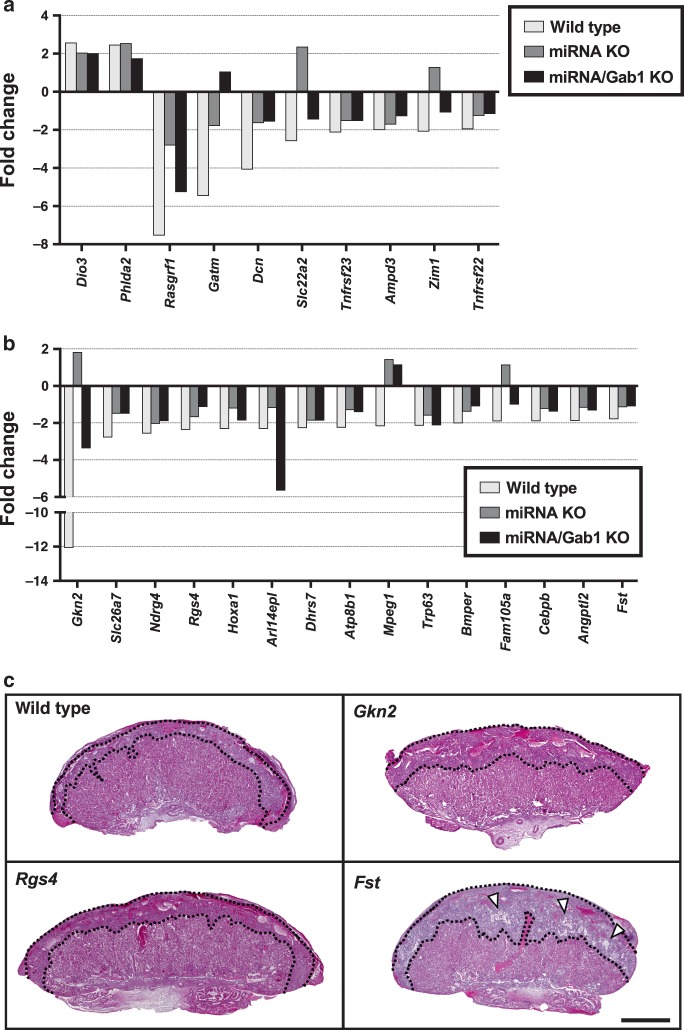
Changes of canonical imprinted genes and predicted target genes in SCNT placentas. **a**, **b** Fold changes in the expression levels of canonical imprinted genes **a**, and the predicted target genes of *Sfmbt2* miRNAs **b** with different expression levels in IVF and SCNT placentas. The expression level in IVF placentas was set at 0. **c** Hematoxylin and eosin-stained tissue sections of E19.5 placentas from wild type and KO (*Gkn2*, *Rgs4*, and *Fst*) IVF. Scale bar, 1 mm. An increase in the number of glycogen cells was observed in the *Fst* KO placenta (arrowheads).

We also noted a bias in the chromosomal locations of DEGs, i.e., 13qA3.1 (*P* < 0.005, Fisher’s exact test) for the upregulated genes and 7qA2 (*P* < 1.0 × 10^–4^) for the downregulated genes at E11.5. These regions include clusters of prolactin (*Prl*) family genes and specific glycoprotein (*Psg*) family genes, respectively (Supplementary Data 6). These gene families play important roles in the development of the placenta and the maintenance of pregnancy^35–37^. 

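On chromosome 7 (17074040 to 18821591) 19 of 21 tested genes were over 1.8-fold lower in wild type SCNT than in IVF placentas at E11.5, against 1.72 expected (Fisher's exact test, p = 3.43e-19). On chromosome 13 (12790821 to 28151595) 6 of 120 genes were over 1.8-fold higher, against 3.22 expected (Fisher's exact test, p = 0.142), and 12 were lower, against 9.81 expected (p = 0.406). Counted within the prolactin family alone, 5 of 24 genes were higher (Fisher's exact test, p = 3.8e-04). These were *Prl3d1*, *Prl3d2* (log2 fold change 2.16), *Prl3d3* (1.86), *Prl5a1* (1.77) and *Prl4a1* (1.33). A further 6 were lower (Fisher's exact test, p = 0.011), namely *Prl8a8* (-6.92), *Prl7a2* (-4.05), *Prl8a6* (-3.21), *Prl8a9* (-2.62), *Prl3c1* (-2.60) and *Prl2a1* (-0.88). The spans run from the first to the last gene of each family, in place of the bands, and the tests treat neighbouring genes as independent. The 5 higher prolactin genes lie between 27094189 and 28151595, while the chromosome 13 span starts at *Prl2c3* and takes in many other genes. Its p-values therefore do not test the band.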

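In the chromosome 7 span 11 of 13 *Psg* genes were over 1.8-fold lower in wild type SCNT placentas at E11.5, and the members *Psg22* (log2 fold change 0.19) and *Psg29* (0.06) were not. The other lower genes there included *Ceacam14* (-4.74), *Ceacam12* (-4.50), *Ceacam11* (-2.61), *Ceacam5* (-2.48) and *Ceacam3* (-1.48), of the same superfamily of adhesion molecules. As a set the *Psg* family was lower (median -3.40, camera adjusted p = 8.37e-08, adjusted p = 0.495 with an estimated correlation), with 11 genes past the test adjusted over the list alone and none over all genes. The 24 tested *Prl* genes split 12 to 12 (median 0.16, mean -0.42, camera adjusted p = 0.681), 3 lower ones passing adjusted over the list alone. Per placenta, the *Psg* family median was 1.46 ± 1.21 (SD, n = 3) in IVF and -1.71 ± 0.14 (n = 2) in wild type SCNT. At E19.5, 1 of the 21 genes was over 1.8-fold lower in wild type SCNT. Members of either family have similar sequences, so the gene of origin of some reads is uncertain.

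**Figure D3:**
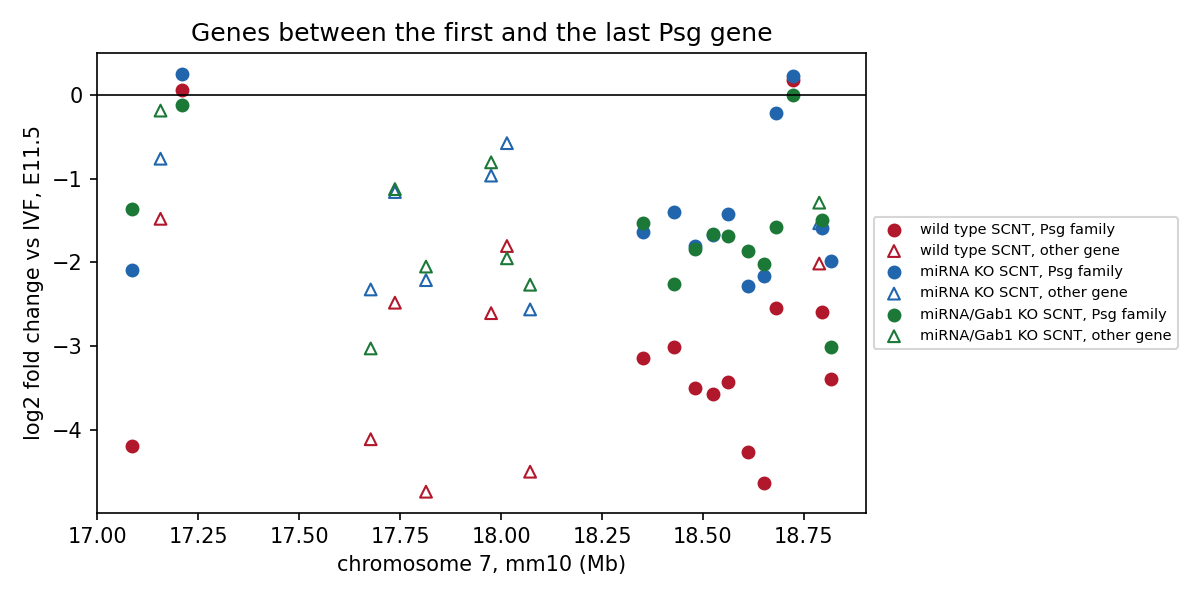
Log2 fold changes of the genes in the chromosome 7 span at E11.5, in order along the chromosome, in wild type, miRNA KO and double KO SCNT placentas, each against IVF.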

Our expression analysis results suggested that both gene families were affected by SCNT independently of the *Sfmbt2* miRNAs because their expression levels were not changed by miRNA KO.

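All 13 *Psg* genes were higher in miRNA KO than in wild type SCNT placentas at E11.5 (median log2 fold change 1.70, 0.04 to 2.48), and 11 of 13 in the double KO (median 1.61). *Psg21* was higher by 2.48 and 2.63, *Psg16* by 2.11 and 2.83, and *Psg17* by 1.41 and 0.39. The neighbouring *Ceacam14* was higher by 2.53 and 2.69. Against IVF, 16 of the 21 genes of the chromosome 7 span were over 1.8-fold lower with miRNA KO (Fisher's exact test, p = 1.48e-18) and 17 with double KO (p = 1.28e-15), while *Psg22* and *Psg29* were at 0.22 and 0.25 with miRNA KO. The family medians per placenta, again relative to the E11.5 means, were -0.14 ± 0.27 (SD, n = 3) and -0.23 ± 1.33 (n = 2). As a set the *Psg* family was higher with miRNA KO (camera adjusted p = 9.05e-06, adjusted p = 0.59 with an estimated correlation). With double KO it was higher too (adjusted p = 0.00222, adjusted p = 0.638 with an estimated correlation, 0.464 without double KO replicate 2). No *Psg* gene passed over all genes. The family stood out by its low values in the same wild type SCNT placentas, and genes picked in this way tend to be higher in any other group. In a comparison chosen after the values were seen, of 76 other genes at least as low there as the least lowered of the 11 lower *Psg* genes, 97.4% were higher with miRNA KO and 92.1% with double KO. Their medians were 1.82 and 1.49, against 1.91 and 1.67 for the 11. As these other genes were measured in the same KO placentas, selection and a rise with the KO cannot be told apart. The *Prl* family was higher with miRNA KO for 17 of 24 (median 0.45, adjusted p = 0.0364, adjusted p = 0.787 with an estimated correlation, 0.0514 without IVF replicate 1, 0.235 without wild type SCNT replicate 1 and 0.796 without miRNA KO replicate 1). With double KO 13 of 24 were higher (median 0.06, adjusted p = 0.641, and 0.0241 without double KO replicate 1). The lower members *Prl8a8* (2.03 and 2.80), *Prl7a2* (1.87 and 2.10) and *Prl3c1* (2.06 and 1.69) were higher with each KO. *Prl3d2* (-1.20 and -1.16) and *Prl3d3* (-1.31 and -1.06) were lower. Against IVF, 7 of 24 *Prl* genes were over 1.8-fold higher with miRNA KO (Fisher's exact test, p = 2.99e-06) and 5 with double KO (p = 1.05e-04). A further 4 and 5 were over 1.8-fold lower (Fisher's exact test, p = 0.0172 and 0.0417). The paper proposes that both families are affected by SCNT independently of the miRNAs.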

### Target genes of miRNAs are upregulated in KO SCNT placentas

According to the predicted sequence matches, thousands of genes can be considered targets of the *Sfmbt2* miRNAs. In particular, 15 genes were downregulated in SCNT placentas (Fig. 7b). 

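The 15 predicted targets were all lower in wild type SCNT than in IVF placentas at E11.5 (median log2 fold change -1.18, -3.59 to -0.85). This was 1 of the criteria by which the study listed them. The others were predicted miRNA sites and higher expression in *Sfmbt2* miRNA KO placentas of an earlier study. *Bmper* (chromosome 9, 23223076 to 23485215), a modulator of BMP signalling, was at -1.02 (adjusted p = 0.184). *Cebpb*, a transcription factor gene, was at -0.93 and *Slc26a7* at -1.48 (SE 0.50, adjusted p = 0.2), with 2 and 3 placentas. By limma none passed over all genes and 9 passed adjusted over the list alone, 11 having an unadjusted p under 0.05. At E19.5 12 of the 15 were lower (median -0.39), and *Slc26a7* was higher (1.78, SE 0.29, adjusted p = 0.0223). The list was read from Fig. 7b. Since the study chose it in part on these placentas, the low values in wild type SCNT are not independent evidence.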

Importantly, the expression of all 15 genes increased in the miRNA KO and/or miRNA/*Gab1* double KO SCNT placentas (Fig. 7b). 

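At E11.5 all 15 targets were higher in miRNA KO than in wild type SCNT placentas (median log2 fold change 0.68, 0.28 to 4.47) and 14 in the double KO (median 0.68, -1.29 to 1.84), the exception being *Arl14epl* (-1.29; 0.96 with miRNA KO). For comparison, of the 1194 other genes over 1.8-fold lower in the same wild type SCNT placentas, 1110 (93.0%, median 0.81) were higher with miRNA KO and 976 (81.7%, median 0.65) with double KO. With either KO 97.5% were higher. Among 296 of these matched on their level in IVF relative to the gene's median, 95.9% and 84.1% were higher. *Bmper* was 0.53 and 0.88 higher, *Cebpb* 0.62 and 0.47, and *Slc26a7* 0.89 in each KO. None of the 15 passed over all genes by limma in either KO (3 with an unadjusted p under 0.05 in each). Adjusted over the list alone 1 passed with miRNA KO and 0 with double KO. Leaving out single placentas gave 13 to 15 higher targets with miRNA KO and 10 to 14 with double KO. Against IVF, 12 targets remained lower with miRNA KO (median -0.31) and 14 with double KO (median -0.50). At E19.5 12 were higher with miRNA KO and 13 with double KO than in wild type SCNT placentas. The paper concludes that expression of these targets recovered once the miRNAs were deleted.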

In our previous study of *Sfmbt2* miRNA KO mice, we identified the physiologically important target genes based on their altered expression levels in KO placentas at E8.5 and E11.5 (ref. ^32^), which included at least four genes that play roles in tumor growth repression or apoptosis (*Gkn2*, *Rgs4*, *Fndc1*, and *Fst*); therefore, they are likely to regulate the size of the placenta. 

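*Gkn2* (chromosome 6, 87373365 to 87379494) read -2.27 ± 0.61 (SD, n = 3) in IVF and -5.86 ± 0.80 (n = 2) in wild type SCNT placentas at E11.5, a log2 fold change of -3.59 (SE 0.81, adjusted p = 0.113). It was 4.47 higher in miRNA KO than in wild type SCNT placentas (SE 0.81, adjusted p = 0.452) and 1.84 higher in the double KO (SE 0.89, adjusted p = 0.788). *Rgs4* (chromosome 1, 169741477 to 169747642), an inhibitor of G protein signalling, was at -1.25 in wild type SCNT against IVF (SE 0.50, adjusted p = 0.25), and 0.49 (adjusted p = 0.818) and 1.07 (SE 0.55, adjusted p = 0.803) higher in the KO groups. *Fst* (chromosome 13, 114452262 to 114458730), which encodes the activin-binding protein follistatin, was at -0.85 (SE 0.32, adjusted p = 0.228), and 0.65 (SE 0.32, adjusted p = 0.643) and 0.71 (SE 0.35, adjusted p = 0.788) higher. At E19.5 *Rgs4* was 1.14 higher in wild type SCNT than in IVF placentas (SE 0.35, adjusted p = 0.11) and -1.04 with double KO against wild type SCNT.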

In the present study, three of these genes (*Gkn2*, *Rgs4*, and *Fst*) were included in the list of downregulated target genes, and they exhibited increased expression levels after miRNA KO and miRNA/*Gab1* double KO (Fig. 7b). We used an established KO mouse line (*Gkn2*) or founder (F0) mice generated with the triple-target CRISPR system (*Rgs4* and *Fst*) to analyze the functions of these three genes in placental development. The triple-target CRISPR system allowed us to investigate the KO phenotypes in the F0 generation due to its high KO efficiency^38^. We found no apparent abnormalities in the placentas of the *Gkn2* and *Rgs4* KO mouse strains, but the *Fst* KO exhibited expansion of the ST layer with an increased number of glycogen cells, which were reminiscent of SCNT placentas (Fig. 7c). We then generated KOs for the other six target genes listed in Fig. 7b and examined their placental phenotypes. Intriguingly, although the placental size did not appear to change significantly, histological analysis of the placentas from all six KOs detected abnormal phenotypes that resembled those of SCNT placentas, including enlargement of the ST layer, increased numbers of glycogen cells, and/or distortion of the boundary between the ST and LB layers (Supplementary Fig. 6). The levels of expression of the mRNA and/or protein of target genes in triple-target CRISPR KO placentas were significantly decreased (*P* < 0.05, *t*-test, Supplementary Fig. 7a, b). Furthermore, KO of the targeted genes that are known to be essential for neonatal development (*Fst* and *Bmper*) caused death of all fetuses shortly after birth^39,40^ (Supplementary Fig. 7c, Supplementary Data 7). Thus, the abnormal histology of the SCNT placentas could be explained by downregulation of these genes, as a consequence of the upregulation of *Sfmbt2* miRNAs.

### Birth rates of clones are improved by miRNA/*Gab1* KO

Finally, we investigated whether the correction of placental hyperplasia could improve the birth rate by the SCNT-derived animals. The birth rates of the clones from miRNA KO (6.7%) and miRNA/*Gab1* double KO (6.7%) donor cells were more than double those of the clones from wild type donors (3.0%), although the differences were not statistically significant (*P* = 0.29 and 0.18, respectively; chi-squared test; Table 1).

**Table 1:** Developmental efficiency of SCNT embryos derived from donor cells with *Sfmbt2* miRNA KO or placenta-specific imprinted genes KO.

**Genotype of donor cells**	**KO allele**	N**	**No. of cultured embryos**	**No. of cleaved embryos (%)**		**No. of embryos transferred (ET)**	**No. of recipient females**	**No. of implantations (%/ET)**		**No. of live pups born (%/ET)**		**No. of placentas without pups (%/ET)**	
Wild type	–	3	167	152	(91.0)	101	4	48	(47.5)	3	(3.0)	4	(4.0)
*Sfmbt2* KO	m or p	6	382	364	(94.3)	234	12	97	(41.5)	6	(2.6)	4	(1.7)
*Gab1* KO	m	2	277	225	(81.2)	203	9	75	(36.9)	3	(1.5)	7	(3.4)
*Sfmbt2* miRNA KO	m	2	102	88	(86.3)	75	3	27	(36.0)	5	(6.7)	2	(2.7)
*Sfmbt2* miRNA/*Gab1* KO	m/m	2	187	164	(87.7)	134	5	60	(44.8)	9	(6.7)	3	(2.2)
*Slc38a4* KO^*^	m	2	84	79	(94.0)	40	2	21	(52.5)	3	(7.5)	1	(2.5)
Wild type^*^	–	3	201	194	(96.5)	179	9	110	(61.5)	15	(8.4)	3	(1.7)

^*^Embryos injected with *Kdm4d* mRNA instead of treatment with trichostatin A/latrunculin A. Data for the wild type are those reported by Matoba et al.^16^.

^**^Number of experimental replicates.

## Discussion

Two key questions have remained unanswered since the first successful SCNT in mammals: (1) why is SCNT frequently associated with placental abnormalities? and (2) are these placental abnormalities responsible for the poor development of clones? In the present study, we obtained important insights to help answer these questions.

The birth rates of clones have increased because of attempts to improve the epigenetic status of cloned embryos^41,42^, but the SCNT-specific placental phenotypes remain unresolved, thereby indicating the presence of unidentified epigenetic alterations that are resistant to these epigenetic treatments in SCNT placentas. Therefore, we assumed that the previously reported LOI of H3K27me3-dependent imprinted genes (such as *Sfmbt2*, *Gab1*, and *Slc38a4*)^14^ might be responsible for placental hyperplasia in mouse SCNT. However, in the present study, we showed that none of these genes alone is the primary cause of placental hyperplasia based on maternal KO SCNT experiments. Instead, we found that the upregulation of clustered miRNAs located within an intron of *Sfmbt2* was the major cause of placental hyperplasia in cloned mice. Although we could not confirm their biallelic expression because of technical difficulties, it probably occurred because their host *Sfmbt2* gene was biallelically expressed by LOI (refs. ^14,16^). Our idea that the upregulation of *Sfmbt2* miRNAs is the major cause of SCNT-associated placental hyperplasia was also supported by KO experiments with their target genes. We confirmed that KO of at least 7 out of 15 downregulated target genes caused enlargement of the ST layer, increases in the number of glycogen cells, and/or distortion of the boundary between the ST and LB layers, which resembled those found in SCNT placentas. It is highly probable that downregulation of these genes led to cumulative increases in placental size via expansion of the ST layer. Thus, we identified the set of genes that directly cause SCNT-specific placental histological features, which is a question that has long remained unanswered^5^.

Importantly, the birth rates of clones were improved more than twofold by miRNA KO and miRNA/*Gab1* double KO, although the differences were not significant. More replicates might be required to obtain a statistically significant effect. Nonetheless, we identified loss of H3K27me3 imprinting as an epigenetic error that may affect the placental development, and possibly the development of embryos following SCNT. According to our observations, loss of H3K27me3 imprinting affected embryo development to a lesser extent than previously identified epigenetic errors, such as the ectopic expression of *Xist* and reprogramming-resistant H3K9me3 (refs. ^7,9^). However, it is possible that the H3K27me3-dependent imprinted genes combined with *Sfmbt2* miRNAs might have a cumulative effect on the development of SCNT embryos. Another possible explanation for the modest effect of *Sfmbt2* miRNA KO on the birth rate is the persistence of functional abnormalities in miRNA KO SCNT placentas, although they recovered near-normal appearance. Gene expression analysis of KO SCNT placentas provided important insights into this effect, where only one GO term comprising “female pregnancy” was persistently enriched among the downregulated genes in E11.5 placentas in the wild type and KO SCNT (Supplementary Fig. 4). Importantly, this GO term includes the *Psg* family genes clustered on 7qA2/A3 (Supplementary Data 3). *Psg* genes encode pregnancy-specific glycoproteins that belong to the immunoglobulin superfamily, and they are secreted abundantly from trophoblastic cells into the maternal blood in hemochorial placentas to exert immunoregulatory and angiogenetic functions^35^. There are 10 human and 17 mouse *PSG* genes. In humans, low serum concentrations of PSGs are associated with fetal growth restrictions^43^. The consistent downregulation of *Psg* genes in mouse SCNT placentas might also have compromised fetal development through the disorganization of maternal–fetal interfaces.

Our findings have important implications for human and animal-assisted reproductive technologies (ARTs). In particular, they highlight the importance of the precise regulation of miRNA expression for normal placentation. In bovines, 278 out of the 377 miRNAs examined were downregulated in SCNT placentas, most of which were common to those detected in in vitro-produced placentas. Importantly, many of these miRNAs were colocalized on the same chromosomes as the clusters within or near imprinted regions^44^, which is similar to the situation observed for *Sfmbt2* miRNAs and *Mirg* miRNAs. The primate-specific chromosome 19 miRNA cluster (C19MC) with imprinted paternal expression in the placenta may cause preeclampsia when aberrantly expressed by ARTs, such as in frozen-thawed blastocyst transfer^45^. It is known that ARTs may induce imprinting disorders in humans^46–48^. Many miRNAs exist as clusters within or near imprinted genes, so it is likely that their expression is also affected by the dysregulation of host imprinted genes. Thus, it would be beneficial to examine how miRNAs are expressed in embryos and placentas generated by ARTs in humans and animals.

## Methods

### Animals

Animals were provided with water and commercial laboratory mouse chow ad libitum, and were housed under controlled lighting conditions (daily light from 07:00 to 21:00). They were maintained under specific pathogen-free conditions. The care and use of animals in this study was performed according to the guidelines for the use and maintenance of experimental animals from the Japanese Ministry of Environment. All animal experiments included in this study were approved by the Institutional Animal Care and Use Committee of RIKEN Tsukuba Branch.

Eight- to 10-week-old C57BL/6 (B6) or (B6 × DBA/2) F1 (BDF1) female mice were used to collect oocytes or as nuclear donors. Eight- to 12-week-old ICR female mice were used as embryo transfer recipients. *Sfmbt2* miRNA KO and *Slc38a4* KO mouse lines were established using the CRISPR/Cas9 system, and maintained in the housing conditions described above^32,49^. *Sfmbt2* KO mice were generated using the CRISPR/Cas9 system in this study (see below). *Gab1* KO mice^18^ were provided by RIKEN BRC through the National BioResource Project of MEXT/AMED, Japan (RBRC00440). The *Gab1* KO allele was confirmed by PCR using the following primer sets: Gab1 geo 1443Lower: 5′-tcctccaccctggggttcgtgtcctac-3′, Gab1 1356Lower: 5′-ggtaaagcaggtctaggtggctgacagtct-3′, and Gab1 1178Upper: 5′-gcgccttctttgcatcacctcatct-3′ (ref. ^18^). *Gkn2* heterozygous KO mice were obtained by the embryo transfer of in vitro-fertilized embryos between wild type B6 oocytes and spermatozoa from *Gkn2* KO mice provided by KOMP Repository (C57BL/6N-Gkn2tm1(KOMP)Vlcg). Homozygous *Gkn2* KO mice were confirmed by PCR in the F1 offspring using the primer sets Gkn2 TUF: 5′-tgggtgattacctctgcttgttg-3′ and Gkn2 TUR: 5′-ttgcctcagtgtcttcaagtttac-3′ for the target gene; and KOMP LacINF: 5′-ggtaaactggctcggattaggg-3′ and KOMP LacINR: 5′-ttgactgtagcggctgatgttg-3′ for the reporter gene.

### IVF and nuclear transfer

B6 or BDF1 female mice were induced to superovulate by injecting with 7.5 IU of pregnant mare serum gonadotropin (ZENOAQ) and 7.5 IU of human chorionic gonadotropin (hCG, Aska-Pharmaceutical) at an interval of 48 h.

Spermatozoa were collected from the epididymis of 12-week-old DBA/2 male mice and preactivated with human tubal fluid (HTF) medium for 1 h at 37 °C under 5% CO_2_ in humidified air. Cumulus–oocyte complexes (COC) were collected from the oviducts of superovulated females and transferred to HTF. Preactivated spermatozoa were transferred into the oocyte culture medium at concentrations of 200–400 spermatozoa/μl. After culture for 6 h, pronuclear-stage embryos were transferred into potassium-enriched simplex optimized medium (KSOM) and cultured by embryo transfer.

Nuclear transfer was performed according to previous reports^50,51^, with slight modifications. Briefly, at 15 h after injecting hCG, COC were collected from the oviducts and the cumulus cells were dispersed in KSOM containing 0.1% bovine testicular hyaluronidase. The collected cumulus cells were used as nuclear donors. The oocytes were enucleated in HEPES-buffered KSOM containing 7.5 μg/ml of cytochalasin B. The donor nuclei were injected into enucleated oocytes using a piezo-driven micromanipulator (Primetech). After culture in KSOM for 1 h, the injected oocytes were cultured for 8 h in Ca^2+^-free KSOM containing 2.5 mM SrCl_2_, 50 nM trichostatin A (Sigma-Aldrich), and 5 μM latrunculin A (Sigma-Aldrich).

### Embryo transfer and collection of placentas

Fertilized or reconstructed embryos that reached the two-cell stage after culture for 24 h were transferred into the oviducts of pseudopregnant ICR female mice on day 0.5 (the day following sterile mating). On day 11.5, embryos were retrieved from the mother’s uterus and placentas without deciduas were used in subsequent experiments. On day 19.5, the pregnant females underwent Caesarian section and placentas were collected. The live pups were nursed by lactating ICR females.

### Quantitative RT-PCR

Reverse transcription and qRT-PCR were performed for miRNAs using a TaqMan miRNA reverse transcription kit (Thermo Fisher) for miRNA and Superscript IV (Thermo Fisher) for mRNA. For quantification of miRNA, QuantiTect Probe PCR kits (QIAGEN) with primers from TaqMan MicroRNA Assays (Thermo Fisher) were used and the quantified Ct values were normalized against that of the U6 snRNA, using the ΔΔCt method. Assay IDs were as follows: 001671 for mIR467b-5p, 464896_mat for miR466b-3p, 000452 for miR127, 000191 for miR300, and 001973 for U6 snRNA. Each experiment was performed in duplicate. For quantification of mRNA, QuantiTect SYBR Green PCR Kits (QIAGEN) were used and the quantified Ct values were normalized against that of β-actin, using the ΔΔCt method. All primer sequences used in this experiment are shown in Supplementary Data 8.

### Immunoblotting

Protein lysates (20 µg) prepared from E19.5 placentas were separated by sodium dodecyl sulfate–10% polyacrylamide gel electrophoresis. The proteins were transferred to polyvinylidene difluoride membranes (GE Healthcare) electrophoretically using a Trans Blot-Turbo transfer system (Bio-Rad). Anti-CEBPB (ab32358, Abcam) and anti-actin (sc-1616, Santa Cruz Biotechnology) antibodies were diluted in phosphate-buffered saline (PBS) containing 0.2% Tween-20 (PBST) and 0.2% skim milk (1:1000, 1:5000, or 1:1000), followed by incubation at 4 °C overnight. The membranes were washed with PBST; incubated with horseradish peroxidase (HRP)-conjugated donkey anti-rabbit IgG (1:5000, AP182P, Millipore Corp) and HRP-conjugated donkey anti-goat IgG (1:5000, AP180P, Millipore Corp) at room temperature (RT) for 1 h; and washed with PBST. Signals were visualized using the ECL Prime Western Blotting detection reagent (GE Healthcare).

### Tissue sectioning

Whole embryos (E11.5) or term placentas (E19.5) were fixed with Bouin’s solution, and processed for paraffin sectioning. Sections with a thickness of 4 μm were stained with hematoxylin and eosin.

### RNA preparation and hybridization, and generation of the transcriptome library

Total RNA was extracted from E11.5 and 19.5 placentas, using IVF and SCNT placentas with RNeasy Mini kits (QIAGEN). For microarray analysis, total RNA was labeled with an miRNA Complete Labeling and Hyb Kit (Agilent) and hybridized with SurePrint G3 Mouse miRNA 8 × 60 K (Agilent), according to the manufacturer’s instructions. The transcriptome library was prepared using a SMARTer Stranded Total RNA Sample Prep Kit-HI Mammalian (Clontech), according to the manufacturer’s instructions.

### miRNA microarray

Scanning of microarray slides was performed with a DNA microarray scanner at a resolution of 5 μm (Agilent). Scanned image files were processed to obtain signal intensities using Feature Extraction software (Agilent). All raw data were loaded into Gene Spring GX software (Agilent) and normalized using the default settings. The microarray data were deposited in the Gene Expression Omnibus (GEO) under series accession number GSE129940.

### Transcriptome analysis

Sequencing (100 base pair paired-end sequencing) was performed using the Illumina HiSeq 2500 platform (Illumina). All raw reads were loaded into Strand NGS (Agilent) and low-quality reads (QC < 20) were removed before further operations. Retained reads were aligned with the reference mouse genome (mm10), which was downloaded from the UCSC database using the default algorithm in Strand NGS after trimming the adapter sequences. Raw values were normalized using DE-seq and a baseline treatment was performed to set the mean value within each gene to zero. GO and chromosomal location analyses were performed using the DAVID Bioinformatics Resources (https://david.ncifcrf.gov).

### Target prediction

Upregulated genes in E11.5 *Sfmbt2* miRNA KO placentas compared with the IVF placentas were extracted using the gene expression analysis method described in our previous study^32^ (GSE82055). Genes with target sequences for the *Sfmbt2* miRNAs in their 3′-UTR were selected using TargetScan (http://www.targetscan.org/mmu_72/) and microRNA.org (http://www.microrna.org/microrna/home.do). The 102 common genes that met both criteria were selected as the predicted target genes of *Sfmbt2* miRNAs. In the present study, the genes targeted in SCNT placentas were selected as the intersection of the genes downregulated in E11.5 wild type SCNT placentas and the 102 predicted target genes.

### In situ hybridization

An E11.5 mouse placenta was fixed with G-Fix, embedded in paraffin, and sectioned at a thickness of 8 μm. In situ hybridization was performed using an ISH Reagent Kit according to the manufacturer’s instructions. Tissue sections were deparaffinized with G-Nox (Genostaff) and rehydrated using an ethanol series and PBS. The sections were fixed with 10% formalin in PBS (NBF) for 15 min at RT and washed with PBS, treated with 4 μg/ml of proteinase K in PBS for 10 min at 37 °C and washed with PBS, refixed with 10% NBF for 15 min at RT and washed with PBS, and placed in 0.2 N HCl for 10 min at RT and washed with PBS. The sections were heat-treated in PBS for 5 min at 80 °C, cooled immediately in cold PBS, and placed in a Coplin jar containing 1× G-Wash (Genostaff). Hybridization was performed using probes at concentrations of 10 nM in G-Hybo or G-Hybo-L (Genostaff) for 16 h at 60 °C. After hybridization, the sections were washed three times with 10% formamide in 2× G-Wash for 30 min at 60 °C. The sections were then washed five times in 0.1% Tween-20 in TBS (TBST) at RT. After treatment with 1× G-Block (Genostaff) for 15 min at RT, the sections were incubated with anti-DIG AP conjugate (11093274910, Sigma-Aldrich) diluted to 1:2000 with G-Block in TBST for 1 h at RT. The sections were washed twice in TBST and incubated in 100 mM NaCl, 50 nM MgCl_2_, 0.1% Tween-20, and 100 mM Tris-HCl at pH 9.5. Coloring reactions were performed using NBT/BCIP solution (Sigma-Aldrich) overnight, before washing with PBS and mounting using G-Mount (Genostaff). Probe IDs were 339111 for mmu-miR-669f-3p and 99004-15 for Scrambled-miR (Exiqon).

### Generation of CRISPR/Cas9 mice

sgRNAs were designed using CRISPR design (the site was already closed) and produced using a GeneArt Precision gRNA Synthesis Kit (Thermo Fisher). Target sequences were as follows: agataaccggctcagcaaat and tctgcatggcacagcatcgt for *Sfmbt2* up- and downstream, respectively. sgRNA (50 ng/μl) and Alt-R S.p. Cas9 Nuclease (100 ng/μl, Integrated DNA Technologies) diluted with nuclease-free H_2_O were microinjected into the cytoplasm of BDF1 × B6 or B6 × B6 in vitro-fertilized embryos. Injected embryos that reached the two-cell stage after culture for 24 h were transferred into the oviducts of pseudopregnant ICR female mice on day 0.5. On day 19.5, the pups were delivered by Caesarean section and the live pups were nursed by lactating ICR female mice. The sequences of the deleted genes of *Sfmbt2* (68 kb) were detected by PCR with the primer sets (Sfmbt2 F22813: 5′-ttgccagtttcgaagaagcg-3′, Sfmbt2 R91005: 5′-cctggactactccaacccca-3′) and deletions of the regions were confirmed by sequencing the PCR products. The founder mice obtained were crossed with B6 wild type mice for two or three generations and used in further experiments.

### Generation of triple-target CRISPR

Triple-target CRISPR was performed according to a previous report^38^, with slight modifications. sgRNAs of target genes were designed using CRISPR design and produced using a GeneArt Precision gRNA Synthesis Kit. sgRNA (150 ng/μl) and Alt-R S.p. Cas9 Nuclease (125 ng/μl) diluted with HEPES-KSOM were electroporated into BDF1 × B6 in vitro-fertilized embryos with a NEPA21 electroporator (NEPA gene). Treated embryos were cultured in KSOM for 18 h and embryos that reached the two-cell stage were transferred into the oviducts of pseudopregnant ICR female mice on day 0.5. On day 19.5, pups were delivered by Caesarean section, and the pups and placentas were collected. The CRISPR target sequences are listed in Supplementary Data 7.

### Statistical analysis

DEGs were selected from the miRNA microarray data using Gene Spring GX. Statistically significant DEGs between IVF (*n* = 4) and cumulus-derived (*n* = 3) or Sertoli-derived (*n* = 3) cloned placentas were extracted with the moderated *t*-test, before applying the Benjamini and Hochberg false discovery rate procedure and requiring a change >1.3-fold. The Kruskal–Wallis test followed by Dunn’s multiple comparison test were used to analyze the placental weights shown in Figs. 1a and 5a. Two-way ANOVA followed by Dunnett’s multiple comparison test were applied to the data in Fig. 5b. The numbers of IVF, wild type, miRNA KO, and miRNA/*Gab1* KO placentas measured were seven, four, three, and four, respectively. The transcriptome analysis results shown in Figs. 6 and 7, and Supplementary Fig. 5 were obtained using Strand NGS. Genes with low expression levels and raw values < 20 in all samples were excluded from further analysis. Retained raw values were normalized with DE-seq and baseline treatment was performed using the default settings in the software. Genes with differences in expression >1.8-fold in the IVF and each of the SCNT placenta groups were designated as DEGs. The numbers of IVF, wild type, miRNA, and miRNA/*Gab1* placentas analyzed at E11.5 were three, two, three, and two, respectively. Three placentas were analyzed for each genotype at E19.5. The Kruskal–Wallis test followed by Dunn’s multiple comparison test were applied to the data shown in Supplementary Fig. 3. *T*-tests were applied to the data in Supplementary Fig. 7a.

All error bars in the graphs represent the SEM and the horizontal bars indicate the mean values. In all statistical analyses, significant differences were accepted at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

## Data Availability

miRNA microarray and RNA-seq data were deposited in NCBI GEO, under the accession code GSE129940. The source data underlying Figs. 1a, 3c, 5a, b, and 6c, and Supplementary Figs. 1, 2c, 3, 5, and 7a, b are provided as a Source data file. The relevant data that support the findings of this study are available from the corresponding authors upon reasonable request.

## Source Data

Source Data

# Supplementary material for: Loss of H3K27me3 imprinting in the Sfmbt2 miRNA cluster causes enlargement of cloned mouse placentas
**Source:** Nat Commun. 2020 May 1;11:2150. doi: 10.1038/s41467-020-16044-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Loss of H3K27me3 imprinting in the Sfbmt2 miRNA cluster causes enlargement of cloned mouse placentas

Inoue et al.

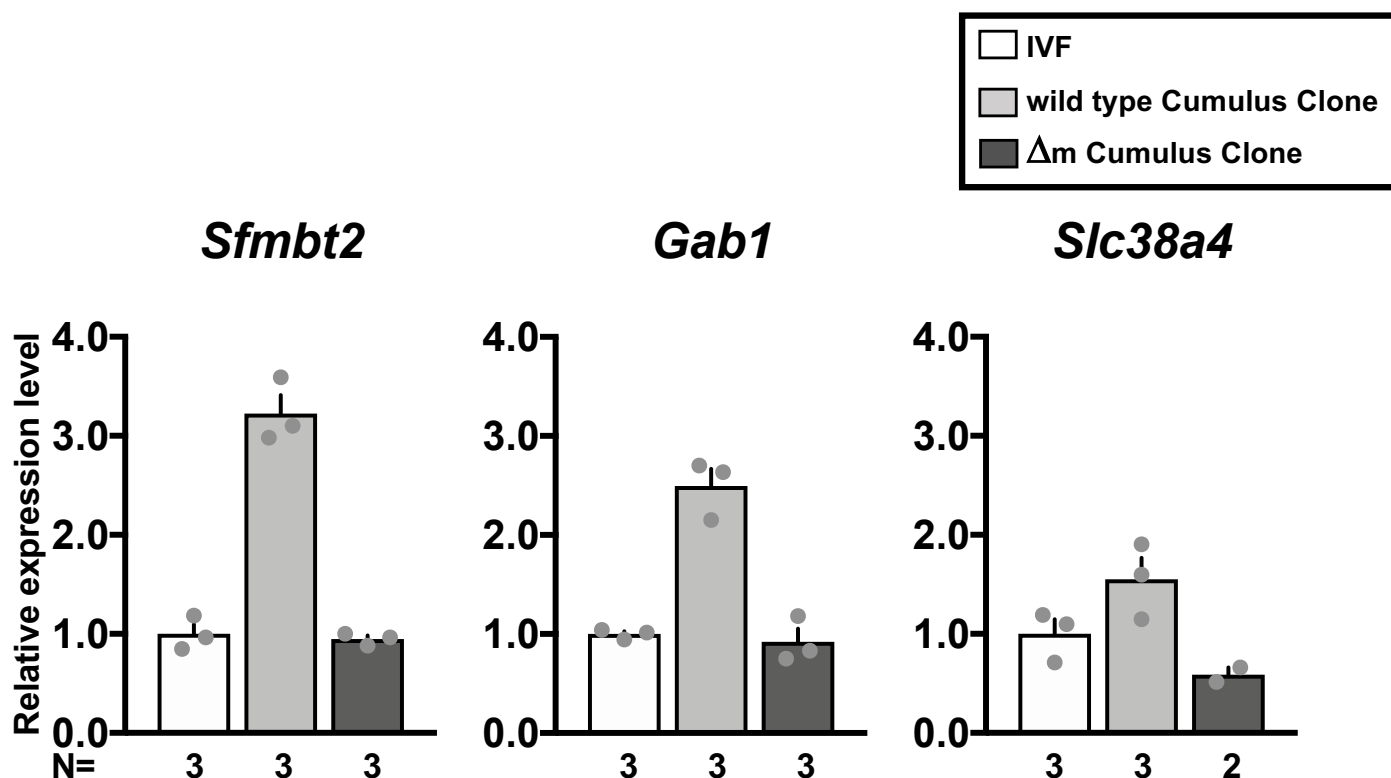

Supplementary Figure 1. Expression levels of H3K27me3-dependent imprinted genes in placentas derived from IVF, SCNT, and maternal KO SCNT embryos. The expression levels of these genes were measured using qRT-PCR. The mean value was set as 1.0 for IVF. The genes in the SCNT placentas were upregulated and those in maternal KO SCNT were corrected to the normal level. N means biological replicates. Error bars represent SEM. Source data are provided as a Source Data file.

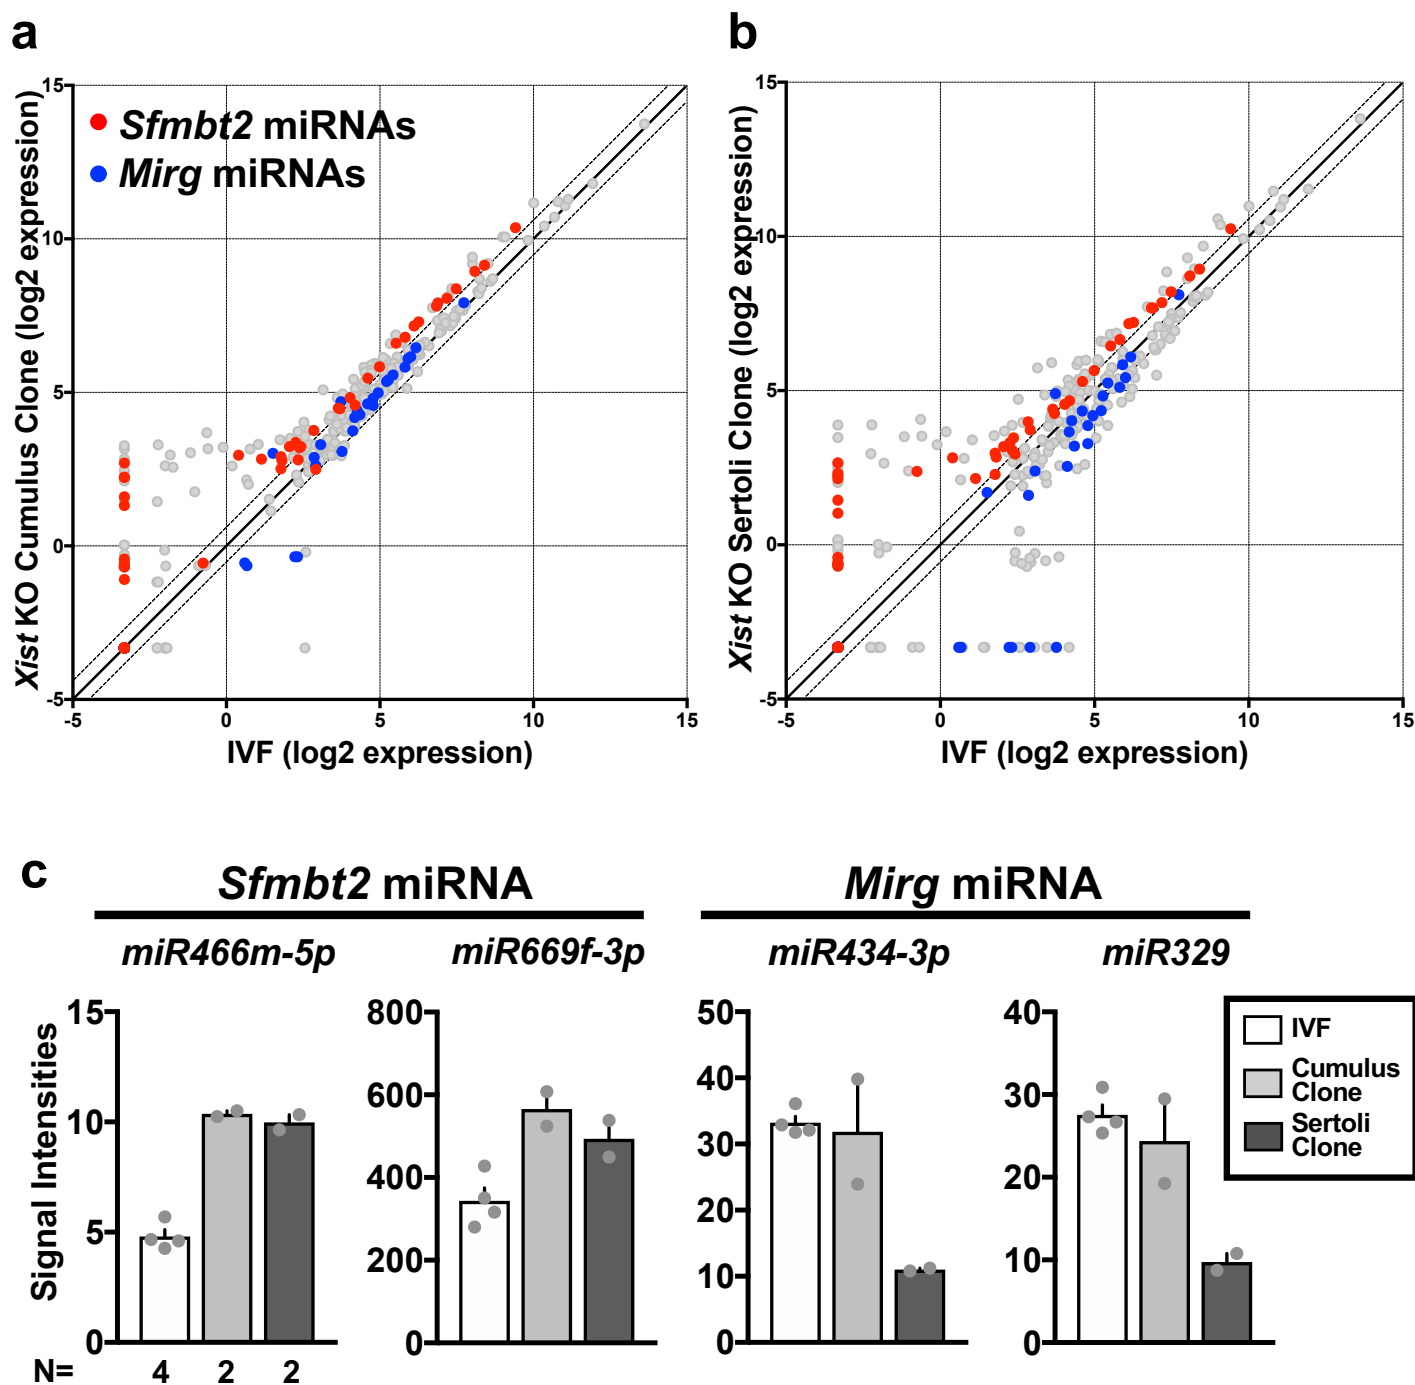

Supplementary Figure 2. Dysregulation of two miRNA clusters in *Xist* KO SCNT placentas.

(a, b) Scatterplot analysis between *Xist* KO cumulus (a) or Sertoli (b) SCNT and IVF placentas. Red and blue dots indicate miRNA genes in *Sfmbt2* and *Mirg* miRNA clusters, respectively. Dotted lines represent changes >1.3-fold. (c) Expression levels of *Sfmbt2* and *Mirg* miRNAs. N means biological replicates. Error bars represent SEM. Source data are provided as a Source Data file.

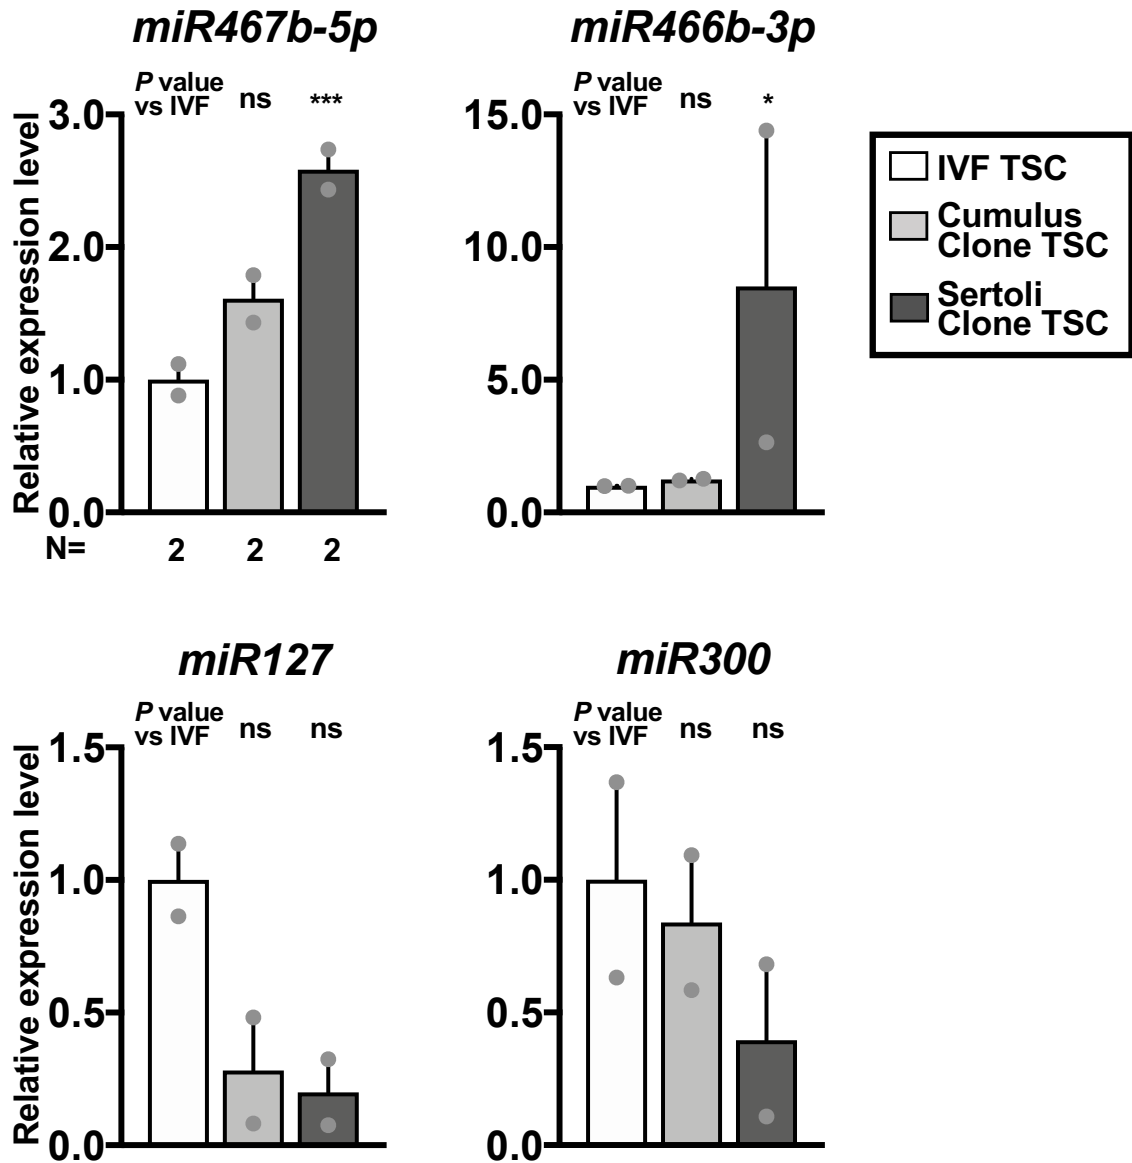

Supplementary Figure 3. Gene expression levels of two miRNA clusters in TSCs derived from IVF and SCNT embryos.

The expression levels of the *Sfmbt2* and *Mirg* miRNAs were measured using qRT-PCR. The mean value was set as 1.0 for IVF TSCs. The expression levels of the *Sfmbt2* and *Mirg* miRNAs tended to be upregulated and downregulated, respectively, in SCNT TSCs. * $P < 0.05$, *** $P < 0.005$ (Kruskal–Wallis test). N means biological replicates. Error bars represent SEM. Source data are provided as a Source Data file.

E11.5

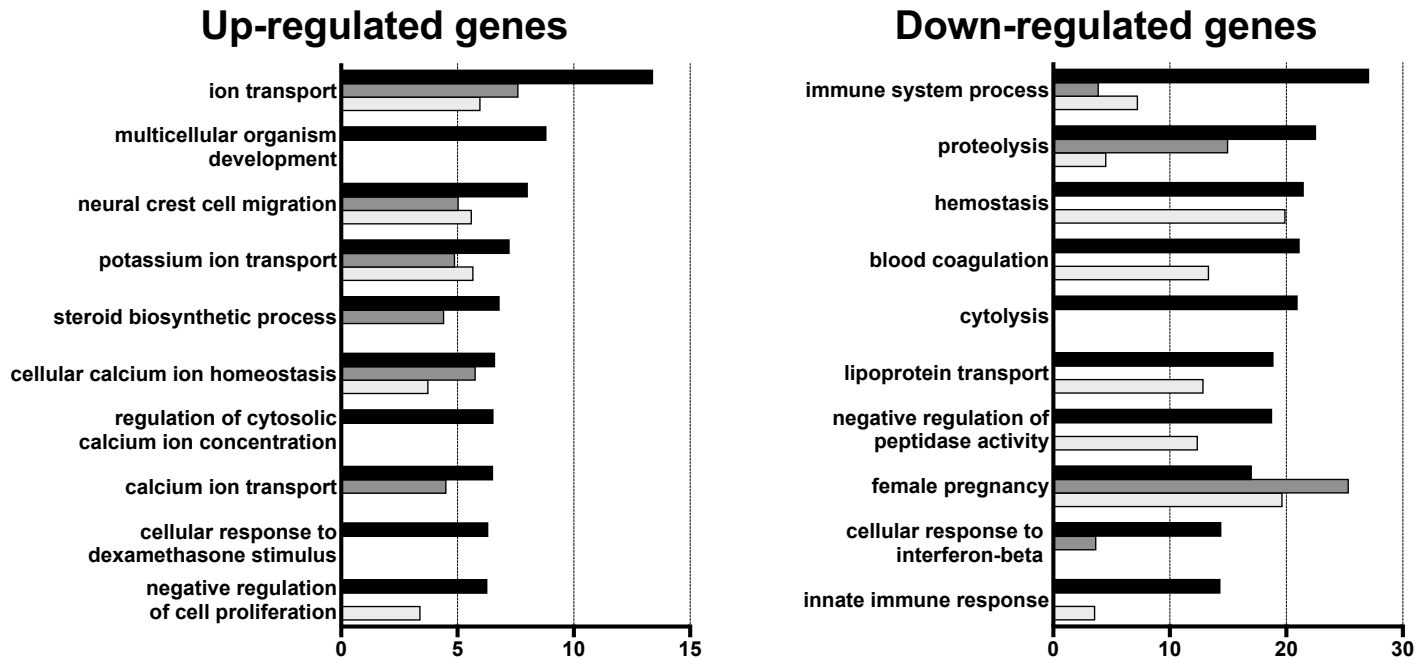

E19.5

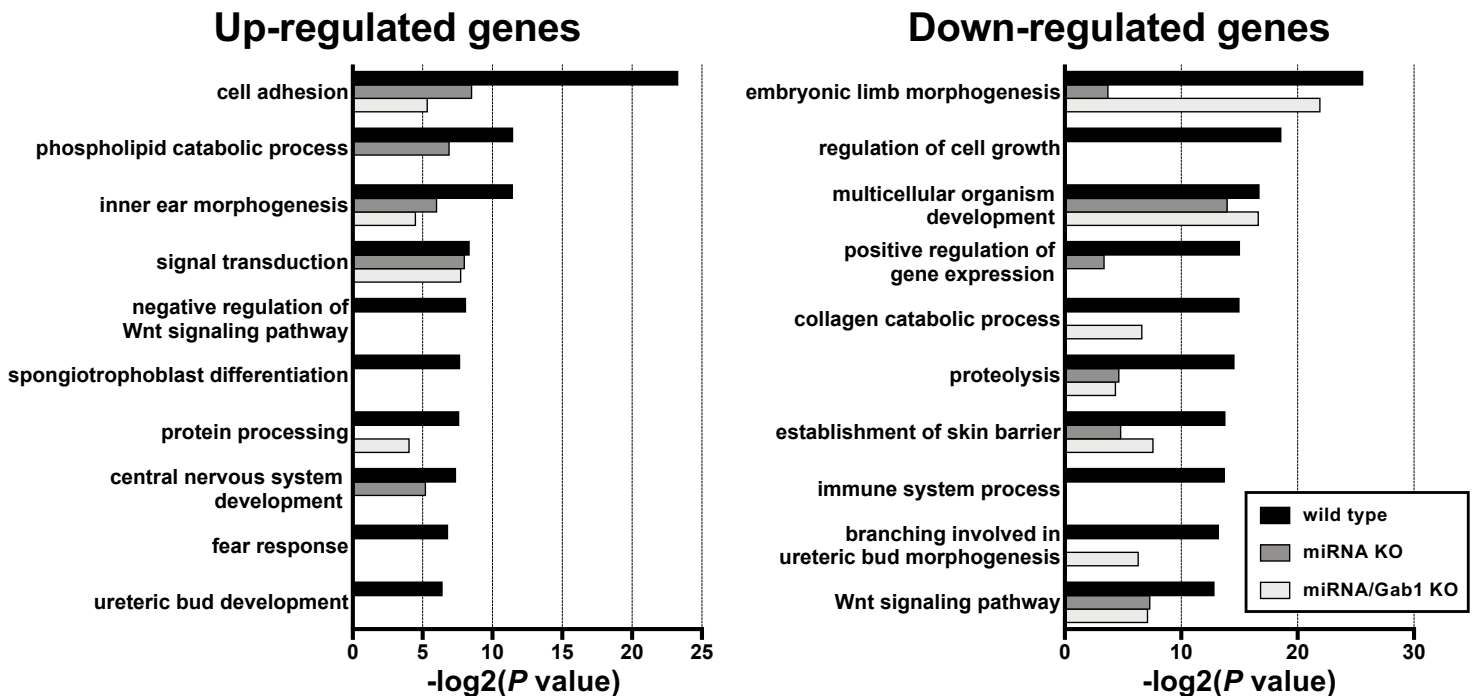

Supplementary Figure 4. Gene Ontology (GO) analysis of E11.5 and E19.5 placentas derived from SCNT fetuses with three genotypes.

Top 10 GO Biological Process terms among DEGs in the wild type SCNT and IVF placentas shown in Fig. 6b (black). The DEGs in miRNAs and double KO placentas are indicated by dark and light gray bars, respectively. The x-axis indicates the $-\log_2(P\text{-value})$ for GO terms. Most of the P -values decreased for the GO terms in the miRNA or miRNA/*Gab1* KO SCNT placentas.

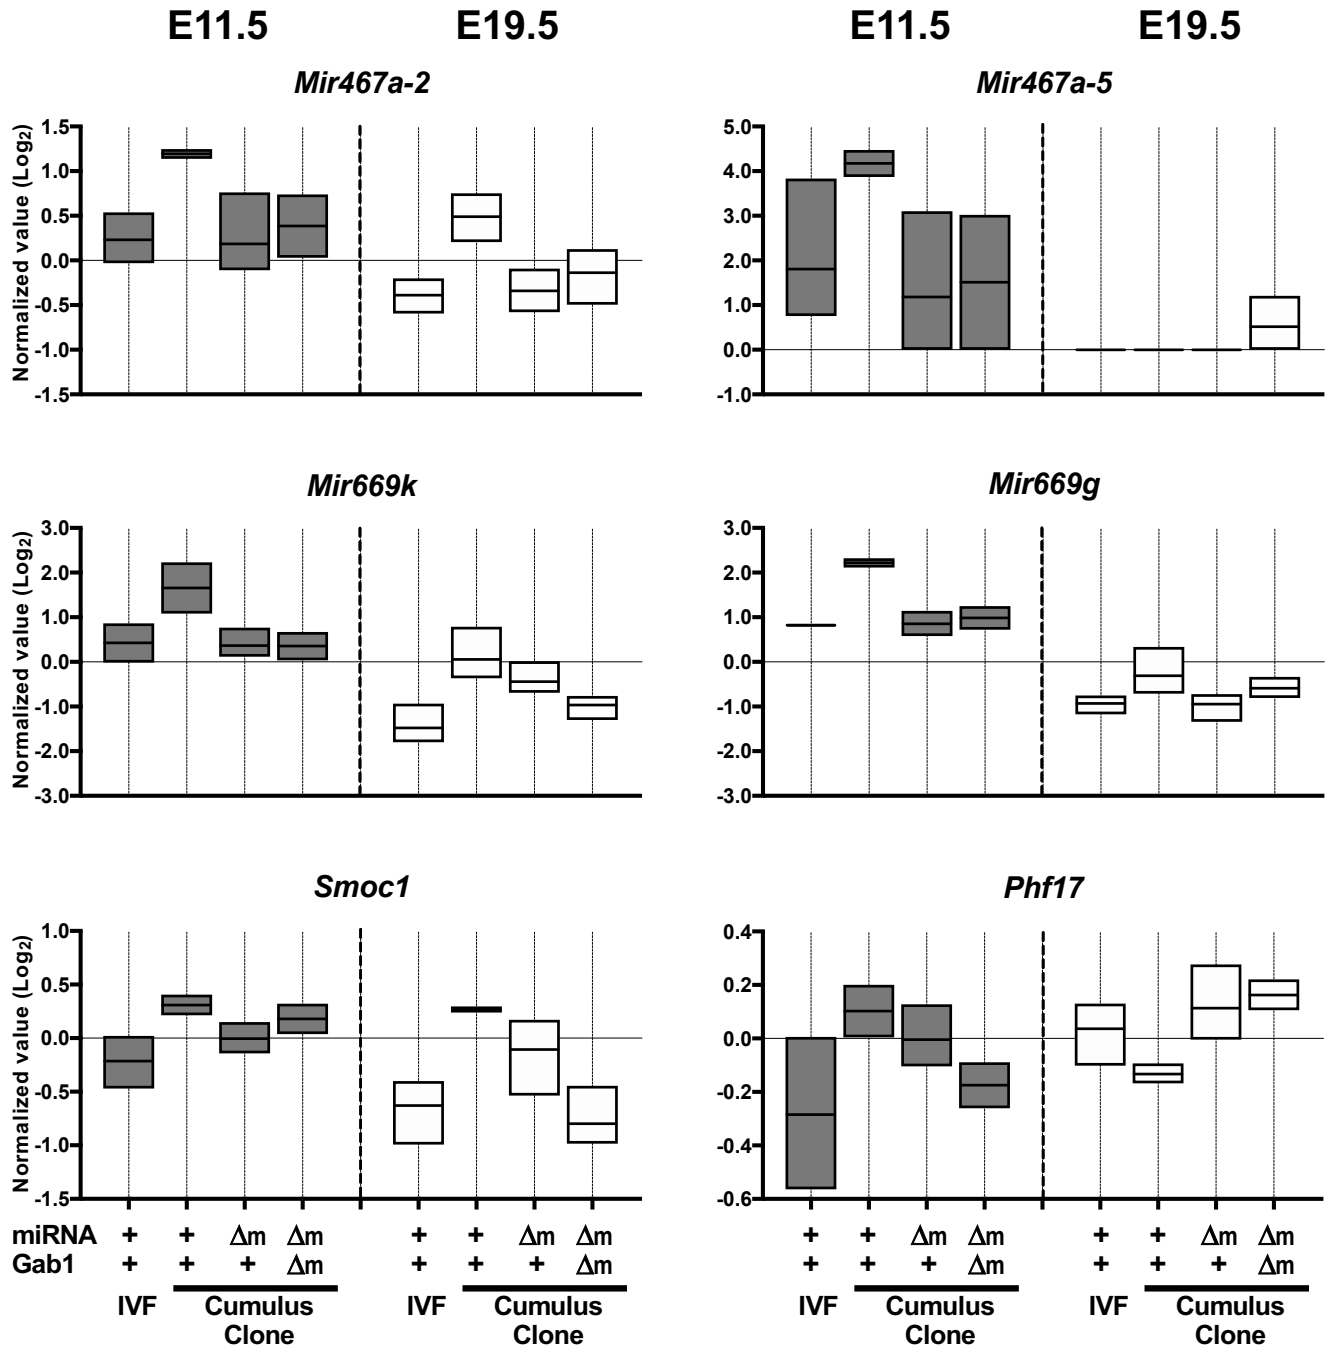

Supplementary Figure 5. Transcriptome analysis of E11.5 and E19.5 placentas derived from IVF and SCNT fetuses with three genotypes.

Expression levels of *Sfmbt2* miRNAs (*Mir467a-2*, *Mir467a-5*, *Mir669k*, and *Mir669g*) and placenta-specific imprinted genes (*Smoc1* and *Phf17*) in E11.5 and E19.5 IVF and SCNT placentas. Upper, lower and center lines indicate minimum, maximum and mean values. Source data are provided as a Source Data file.

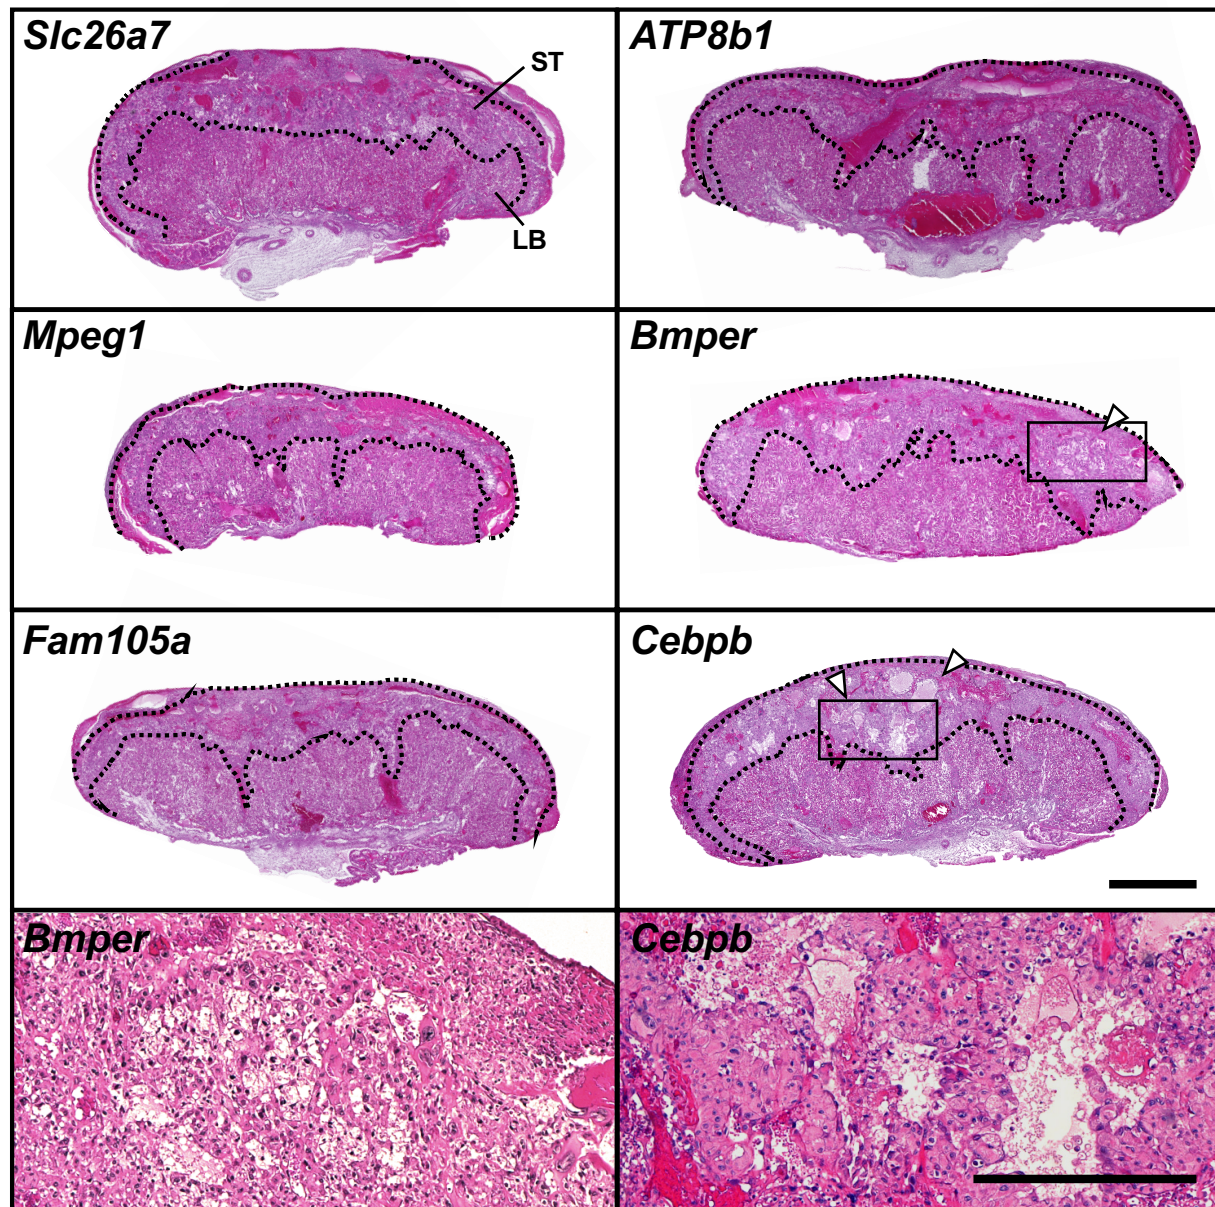

Supplementary Figure 6. E19.5 placental histology of predicted target gene KO mice. Hematoxylin and eosin-stained tissue sections of E19.5 placentas derived from six predicted target gene KO mice. Dotted lines indicate the boundaries between decidua, ST, and LB layers. In *Bmper* and *Cebpb* KO placentas, increases in the numbers of glycogen cells were observed (arrowheads). Distortions of ST–LB boundaries were observed in all KO placentas. ST, spongiotrophoblast layer; LB, labyrinthine layer. Scale bar, 1 mm. The bottom two figures show magnified images of ST layers (framed by squares) in *Bmper* and *Cebpb* KO placentas. Scale bar, 0.5 mm.

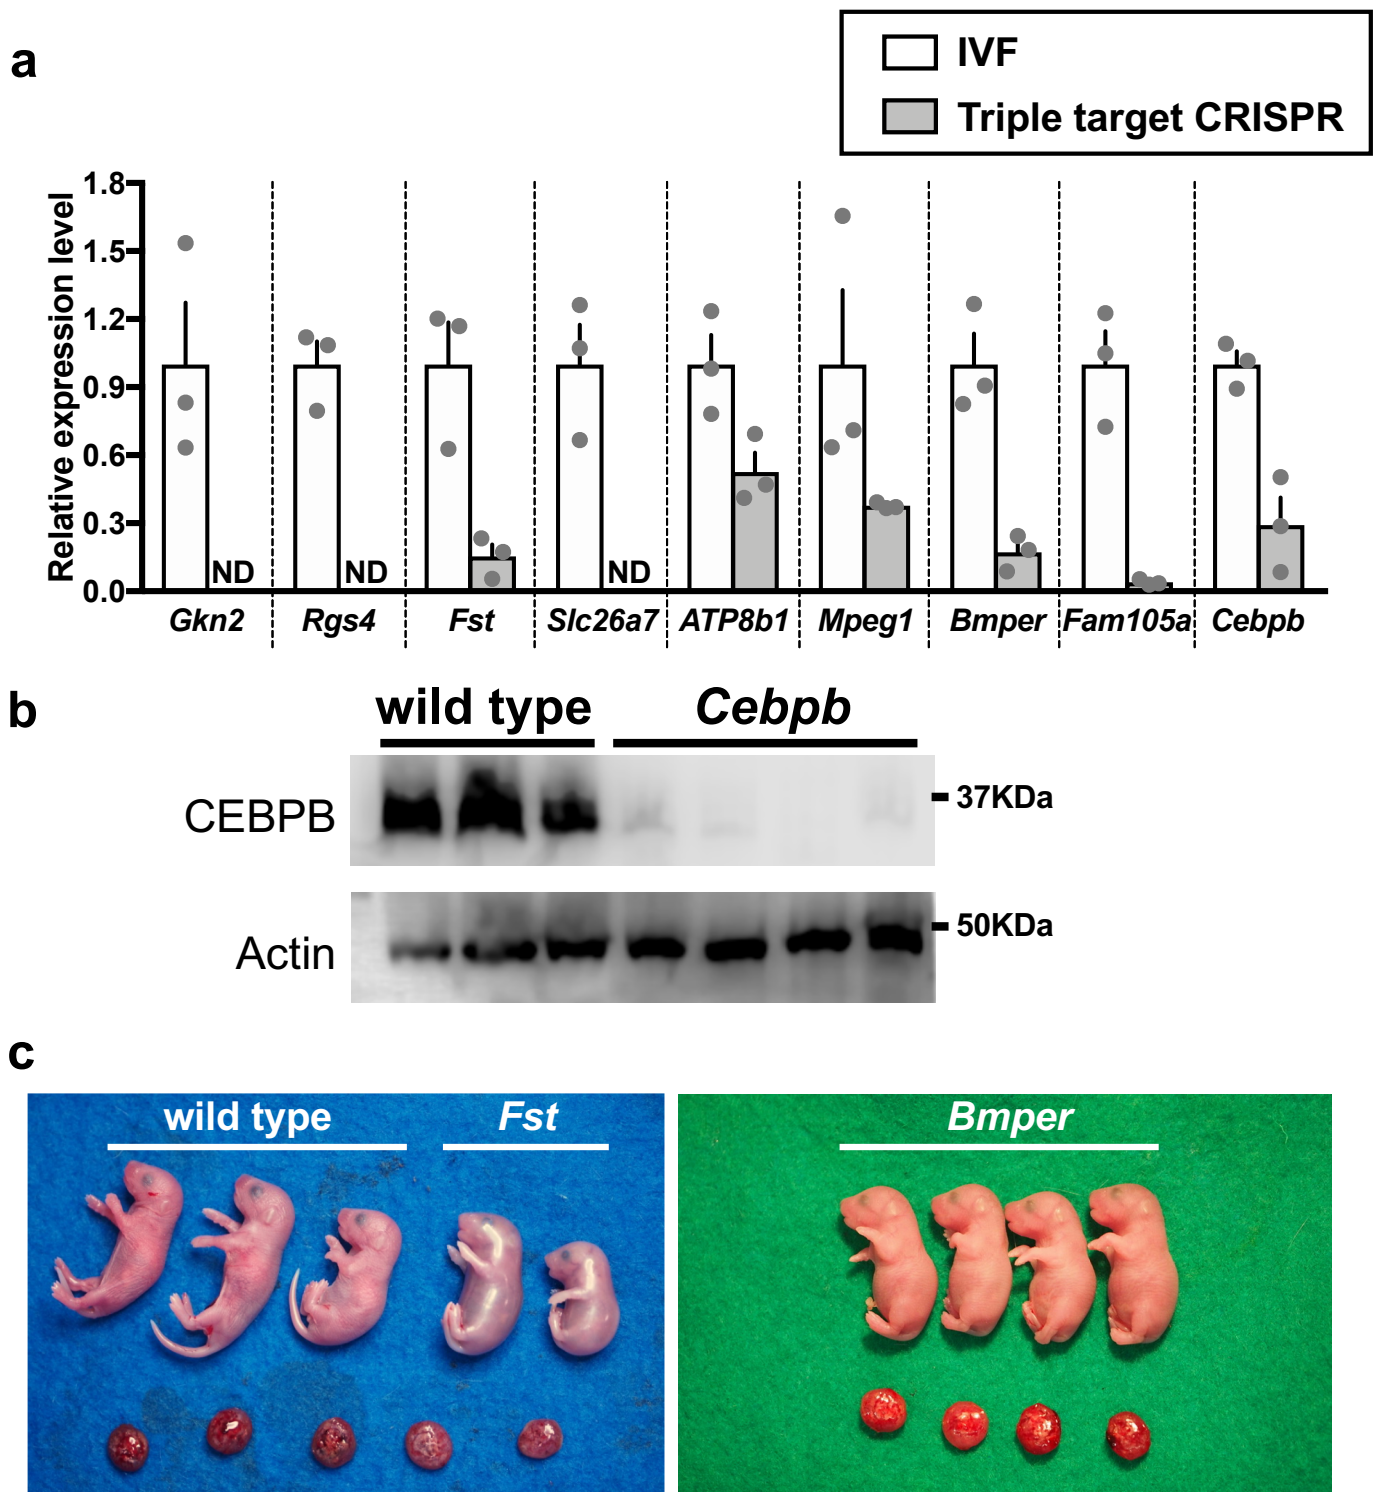

Supplementary figure 7. Expression levels of target genes in triple target CRISPR and neonates of *Fst* and *Bmper* KO. (a) Expression levels of target genes in the placentas of triple target CRISPR animals, as measured using qRT-PCR. The mean values of IVF placentas were set as 1.0. Three biological replicates and two technical replicates were used in each group. The expression levels of all target genes were significantly decreased compared with those of IVF placentas ($P < 0.05$, nonparametric t -test). Error bars represent SEM. (b) Western blot analysis of *Cebpb* target CRISPR placentas. Protein signals were not detected in the placentas of *Cebpb* targeted animals. CEBPB and Actin indicate the antibodies that were used for immunoblotting. (c) Neonates of *Fst* and *Bmper* KO. All neonates died shortly after birth^{39,40} and *Fst* KO neonates exhibited a shiny and taut skin, as described previously³⁹. Source data of Supplementary Figures 7a and b are provided as a Source Data file.

# Supplementary material for: Loss of H3K27me3 imprinting in the Sfmbt2 miRNA cluster causes enlargement of cloned mouse placentas
**Source:** Nat Commun. 2020 May 1;11:2150. doi: 10.1038/s41467-020-16044-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

analysis of miRNA data: GeneSpring GX (Agilent);
alignment and analysis of transcriptome: Strand NGS (Agilent);
Gene Ontology analysis: DAVID Bioinformatics Resources (<https://david-d.ncicrf.gov>);
analysis of miRNA target genes: TargetScan (http://www.targetscan.org/mmu_72/) and miRNA.org (<http://www.microrna.org/microrna/home.do>);
statistical analysis: Prism (GraphPad)

Data analysis

The selection of DEGs from the miRNA microarray data was performed by Gene Spring GX (version 12.5). Statistically significant DEGs between IVF (*n* = 4) and cumulus-derived (wild-type, *n* = 3; Xist KO, *n* = 2) or Sertoli-derived (wild-type, *n* = 3; Xist KO, *n* = 2) cloned placentas were extracted by moderated t-test prior to Benjamini and Hochberg FDR procedure and >1.3-fold change.

The transcriptome analysis reported in Figures 6 and 7, and Supplementary Figures 4 and 5 was performed by Strand NGS. Genes with a low expression level and raw values that were <20 in all samples were excluded from further analysis. Passed raw values were normalized via DE-seq and baseline treatment was performed using the default setting of the software. Genes that were differentially expressed by more than 1.8-fold between IVF and each SCNT placenta groups were determined as being DEGs. The number of analyzed IVF, wild-type, miRNA, and miRNA/Gab1 KO placentas at E11.5 was 3, 2, 3, and 2, respectively. At E19.5, three placentas were analyzed in each genotype.

For the statistical analysis of placental weight shown in Figure 1a and 5a, the Kruskal–Wallis test followed by Dunn's multiple comparison test were used. In Figure 5b, two-way ANOVA followed by Dunnett's multiple comparison test were used. The number of measured IVF, wild-type, miRNA KO, and miRNA/Gab1 KO placentas was 7, 4, 3, and 4, respectively.

In Supplementary Figure 3, the Kruskal–Wallis test followed by Dunn's multiple comparison test were used. In Supplementary Figure 7a, t-test was performed in each gene.

All error bars within graphs indicate the S.E.M. and the horizontal bars indicate the mean values. In all statistical analyses, significance was set at $P < 0.05$.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All expression profile data reported in this paper were deposited into NCBI GEO Dataset: GSE129940 (miRNA microarray and RNA-seq).
for miRNA analysis: Figures 2 and 3, and Supplementary figure 2;
for transcriptome analysis: Figures 6 and 7, and Supplementary figures 4 and 5.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Two to four biological replicates in miRNA, transcriptome and RT-PCR analysis were chosen according to common standard for these type of assays.
Data exclusions	In miRNA microarray experiment, two samples (one cumulus Xist KO- and one Sertoli Xist KO-derived placentas) were excluded, because their hybridization qualities were low and their box plots were out of normal range.
Replication	for microarray of miRNA: The number of analyzed IVF, cumulus-, Sertoli-, cumulus Xist KO- and Sertoli Xist KO-derived cloned placentas was 4, 3, 3, 2 and 2, respectively.<br>for transcriptome analysis: The number of analyzed IVF, wild-type, miRNA, and miRNA/Gab1 KO placentas at E11.5 was 3, 2, 3, and 2, respectively. At E19.5, three placentas were analyzed in each genotype.<br>for qRT-PCR analysis: Three biological and two technical replicates were used in IVF and wild-type SCNT placentas in Supplementary figure 1.<br>for maternal KO SCNT placentas, three biological replicates in Sfmbt2 and Gab1 KO, and two biological replicates in Slc38a4 KO were used for measurement, respectively. Two technical replicates were used in these samples. Two biological and two technical replicates were used in each group in Supplementary figure 3. Three biological and two technical replicates were used in Supplementary figure 7a.<br>for analysis of placental weights: The numbers are 37, 6, 6, 9 and 3 for IVF, wild-type SCNT, Sfmbt2 KO, Gab1 KO and Slc38a4 KO SCNT shown in Figure 1a, and 37, 6, 5 and 9 for IVF, wild-type SCNT, miRNA KO and miRNA/Gab1 KO SCNT in Figure 5a.<br>for measurement of placental area: The number of IVF, wild-type, miRNA KO, and miRNA/Gab1 KO placentas was 7, 4, 3, and 4, respectively.
Randomization	All animals used in this study were used during eight- to 12-week-old in the order of age. Apparent non-healthy animals were excluded from pools.
Blinding	No blinding was applicable in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

anti-DIG AP conjugate (Sigma-Aldrich, catalog number: 11093274910)
anti-CEBPB (Abcam, catalog number: ab32358)
anti-Actin (Santa Cruz Biotechnology, catalog number: sc-1616)

Validation

commercially available HRP conjugated 2nd antibody (Millopore)

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Species: *Mus musculus domesticus*
Strain: oocyte collection for nuclear transfer, eight- to 10-week-old (C57BL/6 (B6) x DBA/2) F1 (BDF1) female mice;
nuclear donor, BDF1 wild-type and KO mice;
embryo transfer recipient, eight- to 12-week-old ICR female mice;
CRISPR/Cas9 mice, BDF1 x B6 or B6 x B6 in founder generation. The founder mice obtained were crossed with B6 wild-type mice for two or three generations and used in further experiments.;
triple target CRISPR: BDF1 x B6 mice.

Wild animals

No wild animals were used in this study.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

The care and use of animals in this study was performed with the guidance for use and maintenance of experimental animals from Japanese Ministry of Environment. All animal experiments in this study were approved by the Institutional Animal Care and Use Committee of RIKEN Tsukuba Branch.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Loss of H3K27me3 imprinting in the Sfmbt2 miRNA cluster causes enlargement of cloned mouse placentas
**Source:** Nat Commun. 2020 May 1;11:2150. doi: 10.1038/s41467-020-16044-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: List of differentially expressed miRNAs between IVF and cumulus- or Sertoli-cloned placentas at E11.5.

File Name: Supplementary Data 2

Description: List of upregulated genes in wild-type, miRNA KO, and miRNA/Gab1 KO SCNT placentas at E11.5.

File Name: Supplementary Data 3

Description: List of downregulated genes in wild-type, miRNA KO, and miRNA/Gab1 KO SCNT placentas at E11.5.

File Name: Supplementary Data 4

Description: List of upregulated genes in wild-type, miRNA KO, and miRNA/Gab1 KO SCNT placentas at E19.5.

File Name: Supplementary Data 5

Description: List of downregulated genes in wild-type, miRNA KO, and miRNA/Gab1 KO SCNT placentas at E19.5.

File Name: Supplementary Data 6

Description: Biased chromosomal location of up- and downregulated genes in E11.5 wild-type SCNT placentas.

File Name: Supplementary Data 7

Description: The genes, number, and target sequences of triple-targeted CRISPR placentas.

File Name: Supplementary Data 8

Description: Sequences of the qRT-PCR primer sets.

How the deposited data were processed for this re-analysis (not part of the article)

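RNA was sequenced from 22 single mouse placentas of IVF, wild type SCNT, *Sfmbt2* miRNA KO SCNT and *Sfmbt2* miRNA/*Gab1* double KO SCNT embryos at E11.5 and E19.5, in groups of 2 or 3. The authors made stranded total RNA libraries, sequenced paired reads, removed low-quality reads, trimmed adapters, aligned the reads to mm10 with Strand NGS and normalized the reads per gene by DE-seq. FastQC is named in the submitters' notes. The log2 values deposited by the authors are normalized reads per gene with values under 1 raised to 1 before the log, from which the authors subtracted a baseline per gene. The paper gives the baseline as the mean of the samples, while in the file the median of every gene over the 22 placentas is 0 (largest departure 1.0e-06). The level of a gene is therefore lost except for genes with a placenta at the floor, and values compare placentas within a gene.

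The table held 36172 entries, of which 15548 were constant at 0. Of the 20624 others, 13 repeated an Entrez ID and were left out, and 20611 genes were kept. A floor (the same lowest value in at least 2 placentas) was present for 6056 genes and absent for 14555. For genes with a floor the reads were recovered, and those under 20 reads in every placenta of a day were left out (4703 at E11.5 and 5113 at E19.5), which left 14785 and 15053 tested genes (15213 in either). The paper's limit of 20 raw reads was thus applied only as far as the values let it be. Total reads per placenta and batches are not given in the sources used here. Size factors relative to each other, read from the lowest values, ran from 0.887 to 1.17, and 58.3% of the low values were whole reads within 0.02.

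Each day was fitted with limma 3.58.1 in R 4.3.3, all groups of the day in a single model with a variance trend, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. Genes were called at an adjusted p under 0.05. Genes over 1.8-fold were counted from differences of group means, as in the paper, with no test. The contrasts were each SCNT group against IVF, each KO group against wild type SCNT, and the double KO against the miRNA KO. Change between the days was tested as the difference of the contrasts in a limma fit of all placentas. Gene lists were tested with limma camera with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a contrast. GO terms named in Supplementary Fig. 4 were tested by a hypergeometric test over annotated genes, using the direct annotations of the file. The *Psg* and *Prl* spans were tested by Fisher's exact test, the span from the first to the last gene of a family standing in for the bands. Principal components came from a singular value decomposition of gene-centred values. Genes retained in KO placentas were counted on genes picked without 1 wild type SCNT placenta. Overlap between contrasts that share the IVF placentas was simulated with 50 draws of unchanged groups, with normal noise of the variances smoothed by limma. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. The limma fit was tested on simulated data with the same group sizes and 100 genes planted at each size of change, in which 5 (E11.5) and 7 (E19.5) unchanged genes were called, and 0 in a contrast with no planted gene. Noise in these data was normal, with variances already smoothed by limma. It may be milder than in real placentas, though wider for genes far from their median.

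The gene lists were non-canonical imprinted genes, the imprinted genes of Fig. 7a, paternally and maternally expressed imprinted genes, *Dlk1*-*Dio3* domain transcripts, the predicted targets of Fig. 7b, the *Psg* and *Prl* families, *Sfmbt2* intronic pri-miRNAs, X-linked and Y-linked genes, ion transport genes, steroid hormone synthesis, cholesterol synthesis, interferon response, cell cycle, glycolysis and hypoxia, apoptosis, BMP, activin and TGF-beta signalling, extracellular matrix, nutrient transport, and markers of 15 cell types or tissues. *Stard1*, *Hbb-bs*, *Hbb-bt*, *Hbb-b2*, *Ahsp*, *Adgre1* and *Spink1* were not found by symbol (*Emr1* stands for *Adgre1*), and *Bmp2* and *Acta2* were constant or filtered. *Jade1*, *Nesp*, *Msmo1* and *Epb42* were found as *Phf17*, *Gnas*, *Sc4mol* and *Epb4.2*. The genes named were, for wild type SCNT against IVF and each KO against wild type SCNT at each day, the 8 per direction with the largest absolute log2 fold change among those past the test whose replicates did not overlap, or, where none passed, the 3 per direction with the smallest p. Every gene the paper names in its text, Fig. 6c, Fig. 7 or Supplementary Figs. 1, 5 and 7, the 3 members of each list with the smallest p, *Xist* and the Y-linked genes were added. The values in the paper's Supplementary Data 2 to 6 and Source Data had been seen.

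The alternatives were leaving out each placenta, the replicate number as a block, only the groups compared or all placentas in the fit, eBayes without trend or robust, median-centring, quantile normalization, only genes above the floor, X and Y genes left out, a floor of 8, other fold thresholds, group medians, fry for camera, other GO backgrounds, and other scalings of the principal components. A fit with the yolk sac marker median as a covariate was added after seeing the data. The planned set tests of the 15 predicted targets were left out. The list was read from a figure and had been picked in part on the same placentas, so only values per gene and counts are given. Small RNA values and the other data of the paper were not analysed here.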

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

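The tests of yolk sac tissue amount, of yolk sac genes with the double deletion and of spongiotrophoblast share were chosen only after the result was seen, while those of developmental stage and of gene selection were chosen before. How the spongiotrophoblast test was read was changed after its first outcome had been seen.

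Some effects differed between the days, tested with limma as the E19.5 minus the E11.5 contrast. Of 14625 genes, 255 passed in wild type SCNT against IVF (143 higher, 112 lower), 14 and 63 in miRNA KO and double KO against IVF, and 1 and 38 in miRNA KO and double KO against wild type SCNT. Against IVF, *Slc26a7* differed by 3.26 (SE 0.58, adjusted p = 0.0172) in wild type SCNT placentas and by 3.08 (SE 0.58, adjusted p = 0.0325) in double KO placentas, and *Rgs4* by 2.39 (SE 0.58, adjusted p = 0.0461) and *Ncam1* by 2.19 (SE 0.41, adjusted p = 0.0189) in wild type SCNT. Gene lists are given where camera called the difference between days and its median was over 1 in size, in wild type SCNT against IVF and in each KO against wild type SCNT (adjusted p from 4.25e-09 to 0.044), and none of these was called with an estimated correlation (adjusted p from 0.124 to 0.832). For wild type SCNT against IVF the median differences were 3.02 for the *Psg* family, -1.05 for steroid hormone synthesis, 1.92 for spongiotrophoblast, -2.17 for erythroid and 3.30 for uterine natural killer cell markers. For miRNA KO against wild type SCNT they were -1.34 for the *Psg* family, -1.07 for macrophage and -2.61 for visceral yolk sac endoderm markers. For double KO against wild type SCNT they were -2.18 for the *Psg* family, -1.82 for spongiotrophoblast, 1.16 for syncytiotrophoblast, 1.90 for erythroid and -2.49 for visceral yolk sac endoderm markers. Camera also called lists with smaller medians, such as interferon response (0.46), cell cycle (-0.46), glycogen trophoblast (0.48), cholesterol synthesis (-0.39) and nutrient transport (-0.42) in wild type SCNT against IVF (adjusted p from 0.579 to 0.672 with an estimated correlation). The same held for interferon response (-0.50 and -0.65) and extracellular matrix (-0.54 and -0.84) in miRNA KO and double KO against wild type SCNT (adjusted p = 0.443 and 0.349 with an estimated correlation, alike for both lists). Against IVF, lists called with a median over 1 in size were the *Psg* family (1.73, adjusted p = 0.735 with an estimated correlation) and macrophage markers (-1.19, adjusted p = 0.513) with miRNA KO and uterine natural killer cell markers (2.19, adjusted p = 0.0745) with double KO.

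Other lists hold genes the paper does not discuss and were called by camera with a median over 1 in size, and none of those named here was called with an estimated correlation (adjusted p from 0.305 to 0.825). At E11.5 these included spongiotrophoblast (-1.86), uterine natural killer cell (-1.37) and visceral yolk sac endoderm markers (-1.90) in wild type SCNT against IVF, visceral yolk sac endoderm markers with miRNA KO against wild type SCNT (2.92), and erythroid (-2.33) and uterine natural killer cell markers (1.2503) with double KO against wild type SCNT. At E19.5 they included erythroid (-1.98) and decidual stroma markers (-1.18) in wild type SCNT against IVF, and macrophage (1.27) and visceral yolk sac endoderm markers (-1.82) in double KO against wild type SCNT.

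Medians per placenta are given here over deviations from each gene's mean of the day's placentas. Visceral yolk sac endoderm markers had medians per placenta from -3.98 to 2.42 among the 3 IVF placentas at E11.5 and from -3.55 to -0.01 among the 3 double KO placentas at E19.5. Different amounts of yolk sac tissue in the libraries may account for this, as the markers deviated from their group means together (median correlation 0.948 at E11.5), although Y-linked genes (0.974), *Psg* genes (0.963) and erythroid markers (0.922) did so too. Lower expression of these genes with the double deletion stays open as well. The double KO placentas lay -2.23 from the other 9 at E19.5 (-1.62 ± 1.80 against 0.62 ± 0.69, SD), which is the observation that raised this explanation and so does not test it. How many of the markers the placenta itself expresses is not known here, as levels across genes are lost.

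The lower *Psg* genes of wild type SCNT placentas at E11.5 were set against a smaller share of spongiotrophoblast and an earlier stage of development. The markers of that layer outside the *Psg* and *Prl* families had a median of -0.80 but went both ways (*Tpbpb* -3.08, *Tpbpa* -1.86, *Flt1* -1.41, *Nrk* -0.18, *Ascl2* 0.26, *Phlda2* 1.31), so a smaller share cannot be told apart from a change in expression with 6 genes that move apart. An earlier stage is a candidate explanation, since 83.9% of the 1209 lower genes and 30.7% of the 397 higher genes rise from E11.5 to E19.5 in miRNA KO placentas (a difference of 0.531 in share, all genes 51.1%), as do 12 of 13 *Psg* genes, and in IVF placentas 75.8% and 47.6% (all genes 51.2%). In wild type SCNT placentas 78.0% of the lower and 55.9% of the higher genes of miRNA KO placentas rise, and 73.7% and 46.8% of those of double KO placentas (all genes 51.1%), so the higher genes of miRNA KO lie above the share of all genes. The paper describes E11.5 SCNT and IVF placentas as identical in size and histology. That bears on both a smaller spongiotrophoblast share and an earlier stage. Stage within the day is not given per placenta, and biological delay and uneven collection times both stay open.

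Fewer of the wild type SCNT genes over 1.8-fold were over that fold in KO placentas. Picking genes on the wild type SCNT placentas alone lowers the share in any other placenta, and a left-out wild type SCNT placenta retained 1.40 times the share of single miRNA KO placentas at E11.5 and 1.49 times at E19.5 (1.23 and 1.50 times that of double KO placentas). Part of the drop may therefore come from the picking and part from the KO, and the 2 cannot be told apart in size from 2 or 3 placentas per group.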

How the results depend on the processing

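No result changed direction past the test under any alternative run. Of 2047 values of 90 set tests under the alternatives 1748 kept their side of the threshold, 298 were no longer past it and 1 came past it. For 315 fold changes of named genes the numbers were 6579 of 6920, 294 and 47. Among results not past the test in the main fit, changes of direction were not counted. Counts over 1.8-fold stayed within 1.5 times for 151 of 171 values and counts past the test for 167 of 274, and all 42 counts of the predicted targets stayed within 1.5 times. Robust eBayes was run for counts and genes, and not for camera, which takes no robust fit. The cause was not tested unless said. Without a level per gene and without total reads, depth limits what is known of genes whose placentas all lie above the floor, as few and many reads look alike there.

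Counts over 1.8-fold at a 1.5-fold threshold, which admits more genes by construction, were 2936, 2029 and 2778 for wild type, miRNA KO and double KO SCNT against IVF at E11.5 and 2671, 2316 and 3023 at E19.5. Shared with wild type there were 1094 (miRNA KO) and 1333 (double KO) at E11.5 and 1231 and 1245 at E19.5. At 2-fold the shared counts were 323 for miRNA KO at E11.5 and 367 and 395 at E19.5, and after quantile normalization the shared double KO count at E19.5 was 395. Counting only genes over 1.8-fold in wild type SCNT too gave 492 and 641 at E11.5 and 572 and 594 at E19.5 for miRNA KO and double KO, fewer by construction. Leave-one-out ranges were 1589 to 2333 for double KO against IVF and 468 to 760 for the genes shared with miRNA KO at E11.5.

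Genes past the test ranged, leaving out each placenta in turn (a lone sample is assumed to vary like the other groups), at E19.5 from 5 to 367 for wild type SCNT, 0 to 82 for miRNA KO and 62 to 499 for double KO against IVF, 0 to 2 and 21 to 565 for miRNA KO and double KO against wild type SCNT, and 3 to 16 between the KO groups. At E11.5 they ranged from 0 to 3, 0 to 2 and 0 to 39 against IVF, 0 to 2 and 0 to 7 against wild type SCNT and 0 to 7 between the KO groups. With all 22 placentas in a single fit, which adds residual degrees of freedom, the counts in the same order were 530, 102, 549, 54, 743 and 29 at E19.5 and 517, 17, 163, 6, 15 and 20 at E11.5. With only the 2 groups compared, which leaves fewer placentas, they were 0, 4, 0, 10 and 0 at E19.5 for wild type, miRNA KO and double KO against IVF, double KO against wild type SCNT and double KO against miRNA KO, and 2 at E11.5 for miRNA KO against wild type SCNT. Quantile normalization gave 185, 0 and 63 against IVF and 14 and 654 against wild type SCNT at E19.5, and 4 for double KO against IVF at E11.5. Without trend the counts were 84 for miRNA KO against IVF, 1 against wild type SCNT and 20 between the KO groups at E19.5. Asking for 1.8-fold as well left 179 for double KO against wild type SCNT at E19.5. The yolk sac marker covariate, chosen after seeing the data, left 12, 9 and 0 for double KO against IVF, wild type SCNT and miRNA KO at E19.5 and 0 against IVF at E11.5. Over 1.8-fold, 1990 genes remained for double KO against IVF at E19.5 (1642 without the covariate), and the covariate was itself lower in the double KO placentas there.

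With the replicate number as a block (replicate block) the counts at E19.5 were 180 for wild type SCNT and 96 for double KO against IVF, 63 for double KO against wild type SCNT and 3 between the KO groups, and at E11.5 2 for miRNA KO against IVF and 1 between the KO groups. Mean correlations gave no sign that the numbers pair the placentas. Deviations of same-numbered placentas had a mean correlation of -0.0124 over 13 pairs at E11.5 and 0.00271 over 18 pairs at E19.5. However, 6 of 10 and 6 of 12 placentas correlated best with their own number, so a pairing is not settled.

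Set tests, as adjusted p: with an estimated correlation the *Psg* family was at 0.495 in wild type SCNT against IVF, and at 0.590 and 0.638 in miRNA KO and double KO against wild type SCNT, the *Prl* family at 0.787 in miRNA KO against wild type SCNT, and the pri-miRNAs at 0.449, 0.127 and 0.0942, all at E11.5. Fry tests a set against no change and not against other genes. For the same *Psg* and *Prl* sets it gave 0.0568, 0.397, 0.528 and 0.701. The *Psg* test in double KO against wild type SCNT was at 0.0567 with only the 2 groups, 0.0589 after quantile normalization and from 1.56e-06 to 0.464 over leave-one-out fits. The *Prl* test in miRNA KO was at 0.0757 after quantile normalization and from 3.98e-04 to 0.796 over leave-one-out fits, and in double KO from 0.0241 to 0.916.

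Other values: the lower female pregnancy genes of double KO placentas at E11.5 numbered 1 among genes past the test, where only 2 genes passed. Counting family genes alone, the *Prl* genes gave Fisher's exact p = 3.80e-04 (higher) and 0.0110 (lower). The first component held 77.1% with the 1000 most variable genes, 48.4% with unit variance, 55.2% after quantile normalization, 63.8% without X and Y genes and 63.7% floored at 8. The second held 5.92%, 7.20%, 6.62%, and 4.12% floored at 8 and 3.98% above the floor. After quantile normalization the KO positions between IVF and wild type SCNT at E11.5 were 0.61 (miRNA KO) and 0.36 (double KO), and at E19.5 they were -0.45 and 3.20, as the IVF placentas overlapped with wild type and miRNA KO SCNT. Leaving out each IVF placenta, the retained shares ran from 45.5 to 49.3% (left-out wild type SCNT) and 32.2 to 38.3% (miRNA KO) at E11.5, and from 40.9 to 46.6% (miRNA KO) and 41.6 to 43.4% (double KO) at E19.5. With genes chosen at 2-fold they were 48.9% (left-out wild type SCNT, E11.5), 44.7% (miRNA KO, E19.5) and 43.5% (double KO, E19.5).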

Differences from the paper's values

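The first principal component held 63.3% of the variance, where the paper's figure gives about 39% in Fig. 6a, read by eye. Of the alternatives set before the data were examined, quantile normalization (55.2%) and genes scaled to unit variance (48.4%) did not differ by over 1.5 times, while median-centring (63.2%), only genes above the floor (63.5%), X and Y genes left out (63.8%), values floored at 8 (63.7%) and the 1000 genes with the largest variance (77.1%) did. The percent of variance on component 2 was 4.53, where the paper's figure gives about 6.8% in Fig. 6a, read by eye. Median-centring (4.54%), quantile normalization (6.62%), unit variance (7.20%) and the 1000 most variable genes (5.92%) did not differ by over 1.5 times, while only genes above the floor (3.98%), X and Y genes left out (4.43%) and values floored at 8 (4.12%) did. Both components came within 1.5 times of the paper's values after quantile normalization and with unit variance.

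The wild type SCNT counts over 1.8-fold (1606 and 1498) and the counts shared with them in miRNA KO (492 and 572) and double KO placentas (641 and 594) lie within 1.5 times of those in Fig. 6b, at the paper's threshold of 1.8-fold with no p-value. The KO totals over all genes (1041 and 1173, 1510 and 1642) include genes outside the wild type SCNT lists and are not what Fig. 6b counts. The gene lists held here in copies of Supplementary Data 2 to 5 have 1255 and 1318 genes for wild type SCNT. Their fold values matched to within 6.58e-06 in log2 for the 1254 and 1318 of these genes that were tested. Of 96 group means in the Source Data, 0 differed, the largest gap being 4.97e-04.

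The paper states that the E11.5 placentas grouped more closely than those at E19.5. The mean distance between placentas was 95.6 at E11.5 and 88.1 at E19.5. Distances were computed with the main scaling only, where the SD on the first component was 15.5 and 7.96. Going with the paper's statement, the second component ran from -14.6 to 4.72 at E11.5 and from -48.0 to 62.0 at E19.5 after quantile normalization. With the 1000 most variable genes it ran from -21.8 to 31.7 and from -14.1 to 32.6, which goes the other way. The paper's statement thus depends on the scaling.

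The paper describes the SCNT groups at E19.5 as separated along the second component. The double KO placentas were apart, and the ranges of the wild type SCNT (-12.9 to -0.48) and miRNA KO placentas (-16.3 to 4.86) overlapped. They overlapped too after median-centring, without X and Y genes, floored at 8 and with the 1000 most variable genes. Going with the paper's statement, the wild type SCNT placentas lay apart from both KO groups after quantile normalization (-48.0 to -37.5, against -10.5 to 18.2 with miRNA KO and 32.2 to 62.0 with double KO), with unit variance (-55.7 to -43.1, against -2.16 to 42.4 and -3.30 to 72.2) and above the floor (-30.7 to -19.9, against -12.1 to 11.0 and 20.6 to 43.3).

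The paper states that neither the *Psg* nor the *Prl* genes were altered by the miRNA KO. All 13 *Psg* genes were higher in miRNA KO than in wild type SCNT placentas at E11.5 (median log2 fold change 1.70, limma camera adjusted p = 9.05e-06, adjusted p = 0.590 with an estimated correlation). None passed over all genes by limma, and 3 had an unadjusted p under 0.05. The family was singled out by its low values in the same wild type SCNT placentas. In a comparison chosen after the values were seen, 97.4% of 76 other genes as low there were higher too (median 1.82, against 1.91 for the 11 lower *Psg* genes). Those genes were measured in the same KO placentas and include *Psg-ps1*, *Ceacam11*, *Ceacam12* and *Ceacam14* of the same span. Selection and a rise with the KO therefore cannot be told apart, and these values do not show an effect particular to the family. Going with the paper's statement, 16 of 21 genes of the span were over 1.8-fold below IVF in the miRNA KO placentas.

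The paper reports a location bias of the higher genes to the band with the *Prl* cluster. The span held 6 such genes of 120 (Fisher's exact test, p = 0.142), while the family alone held 5 of 24 (Fisher's exact test, p = 3.80e-04), and 6 other *Prl* genes were over 1.8-fold lower. The 5 lie between 27094189 and 28151595, while the span starts at *Prl2c3* (12790821) and takes in many other genes. The value for the span therefore does not test the paper's band. With miRNA KO the span held 10 of 120 genes higher than IVF (Fisher's exact test, p = 0.00203).

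The paper relates the lower genes at E11.5 to immune system process. By direct annotation this term held 1 tested gene, while innate immune response was enriched among the lower genes (adjusted p = 1.28e-06).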

Other observations

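The tests of other splits of the placentas were chosen after the counts were seen.

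At E19.5, epithelial and mesenchymal gene groups were lower in wild type SCNT than in IVF placentas. Amnion and squamous epithelium markers were lower for 12 of 13 (median log2 fold change -0.84, limma camera adjusted p = 0.00366, adjusted p = 0.305 with an estimated correlation). *Perp*, encoding a desmosome-associated membrane protein, fell by 0.84 (SE 0.18, adjusted p = 0.0425), and the keratin genes *Krt14* and *Krt6a* were at -1.02 (SE 0.26, adjusted p = 0.0664) and -2.13 (SE 0.56, adjusted p = 0.0753). Genes of BMP, activin and TGF-beta signalling were lower for 14 of 21 (median -0.34, adjusted p = 0.0279, adjusted p = 0.305 with an estimated correlation, 0.0659 without IVF replicate 2 and 0.0593 without wild type SCNT replicate 3). *Fstl1* (-1.10, SE 0.22, adjusted p = 0.033) and *Tgfb2* (-1.04, SE 0.22, adjusted p = 0.0429) fell, and *Bmp4* was at -1.38 (SE 0.32, adjusted p = 0.0562). Allantoic and chorionic mesenchyme markers were lower for 13 of 16 (median -0.74, adjusted p = 0.0127, adjusted p = 0.305 with an estimated correlation, 0.0995 without IVF replicate 1), with the limb and allantois gene *Pitx1* at -0.70 (SE 0.27) and *Pdgfra* at -0.50 (SE 0.18). In double KO against wild type SCNT placentas at this day the *Psg* family was lower for 13 of 13 (median -0.74, adjusted p = 1.45e-04, adjusted p = 0.699 with an estimated correlation), *Psg22* by -1.07 (SE 0.29, adjusted p = 0.0748). Spongiotrophoblast markers were lower for 8 of 10 (median -0.77, adjusted p = 0.0146, adjusted p = 0.699 with an estimated correlation, 0.107 without double KO replicate 2). Macrophage markers were higher for 9 of 12 (median 1.27, adjusted p = 0.035, adjusted p = 0.699 with an estimated correlation), *Mpeg1* by 1.86 (SE 0.50, adjusted p = 0.0746), while *Cd163* fell by 1.07 (SE 0.22, adjusted p = 0.0404). The macrophage adjusted p was 0.0514 and 0.071 without wild type SCNT replicates 2 and 3 and 0.0845 and 0.191 without double KO replicates 1 and 3.

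At E11.5, steroid hormone synthesis genes were higher in wild type SCNT than in IVF placentas for 9 of 12 (median 0.70, limma camera adjusted p = 0.0202, adjusted p = 0.559 with an estimated correlation, 0.0971 without IVF replicate 1 and 0.292 without wild type SCNT replicate 2). *Hsd3b6*, of progesterone synthesis, was at 1.92 (SE 0.47, adjusted p = 0.124), *Star*, which brings cholesterol into mitochondria, at 1.44 (SE 0.47, adjusted p = 0.188) and *Cyp11a1*, the first enzyme of the pathway, at 1.57 (SE 0.60, adjusted p = 0.231). Genes of BMP, activin and TGF-beta signalling were lower for 13 of 20 (median -0.38, adjusted p = 0.0167, adjusted p = 0.462 with an estimated correlation, 0.104 without wild type SCNT replicate 2), with *Id2* at -0.97 (SE 0.27) and *Inhba* at -2.57 (SE 0.92). In miRNA KO against wild type SCNT placentas at E19.5, decidual stroma markers were higher for 13 of 15 (median 0.85, adjusted p = 0.00576, adjusted p = 0.737 with an estimated correlation, 0.0574 without wild type SCNT replicate 2 and 0.123 without miRNA KO replicate 2). Interferon response genes were lower for 22 of 25 (median -0.27, adjusted p = 0.00532, adjusted p = 0.557 with an estimated correlation, 0.225 without miRNA KO replicate 2).

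Lists that camera did not call in wild type SCNT against IVF placentas at E11.5 included glycolysis and hypoxia (median 0.18, adjusted p = 0.291), apoptosis and growth suppression (-0.01, 0.798), trophoblast giant cell (0.55, 0.105), trophoblast progenitor (0.23, 0.446), endothelial (-0.11, 0.446), parietal endoderm (0.08, 0.737) and neutrophil and megakaryocyte markers (-0.57, 0.0536), and X-linked genes (-0.04, 0.268). Y-linked genes were at a median of -2.85 (adjusted p = 0.11) there and -4.75 at E19.5 (adjusted p = 0.00956, adjusted p = 0.368 with an estimated correlation, 0.0749 without IVF replicate 1), with *Uty* high in 3 of the 6 IVF placentas.

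Other splits of the 6 placentas of each E19.5 contrast were counted, and 10 splits are too few for a share under 0.05. For wild type SCNT against IVF the real count was 293 and the highest other 1 (1 of 10 splits as large), for miRNA KO against IVF 54 and 0 (1 of 10), for double KO against IVF 315 and 1 (1 of 10), for double KO against wild type SCNT 283 and 0 (1 of 10) and between the KO groups 9 and 1 (1 of 10). For miRNA KO against wild type SCNT the real count was 0 and the highest other 1, and for miRNA KO against IVF at E11.5 both were 0. All 10 splits reach a count of 0 by construction, so these 2 comparisons say nothing about chance.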
